# Single‐cell RNA‐Seq reveals a highly coordinated transcriptional program in mouse germ cells during primordial follicle formation

**DOI:** 10.1111/acel.13424

**Published:** 2021-06-26

**Authors:** Yuanlin He, Qiuzhen Chen, Juncheng Dai, Yiqiang Cui, Chi Zhang, Xidong Wen, Jiazhao Li, Yue Xiao, Xiaoxu Peng, Mingxi Liu, Bin Shen, Jiahao Sha, Zhibin Hu, Jing Li, Wenjie Shu

**Keywords:** cyst breakdown, oocyte, ovary, primordial follicle, single‐cell RNA‐seq

## Abstract

The assembly of primordial follicles in mammals represents one of the most critical processes in ovarian biology. It directly affects the number of oocytes available to a female throughout her reproductive life. Premature depletion of primordial follicles contributes to the ovarian pathology primary ovarian insufficiency (POI). To delineate the developmental trajectory and regulatory mechanisms of oocytes during the process, we performed RNA‐seq on single germ cells from newborn (P0.5) ovaries. Three cell clusters were classified which corresponded to three cell states (germ cell cyst, cyst breakdown, and follicle) in the newborn ovary. By Monocle analysis, a uniform trajectory of oocyte development was built with a series of genes showed dynamic changes along the pseudo‐timeline. Gene Ontology term enrichment revealed a significant decrease in meiosis‐related genes and a dramatic increase in oocyte‐specific genes which marked the transition from a germ cell to a functional oocyte. We then established a network of regulons by using single‐cell regulatory network inference and clustering (SCENIC) algorithm and identified possible candidate transcription factors that may maintain transcription programs during follicle formation. Following functional studies further revealed the differential regulation of the identified regulon *Id2* and its family member *Id1*, on the establishment of primordial follicle pool by using siRNA knockdown and genetic modified mouse models. In summary, our study systematically reconstructed molecular cascades in oocytes and identified a series of genes and molecular pathways in follicle formation and development.

## 1 INTRODUCTION

In mammals, it is widely accepted that fixed numbers of primordial follicles are formed to provide a source of fertilizable oocytes in the reproductive lifespan. Along with the continuous and cyclic follicular development after puberty, the cohort of primordial follicles shrinks steadily until it is finally depleted, and a series of physiological changes known as menopause occurs (Rossetti et al., 2017). In humans, menopause occurs, on average, at 51 years of age (range 40–60 years); however, approximately 1%–2% of women worldwide suffer primary ovarian insufficiency (POI), a kind of ovarian dysfunction related to very early aging of the ovaries which is characterized by the amenorrhea before 40 years of age (Kirshenbaum & Orvieto, 2019). Inadequate follicles during the establishment of pool will cause POI and, in some cases, POI patients harbor mutations in genes responsible for the formation of primordial follicles and initial recruitment (Qin et al., 2014, 2015; Zhao et al., 2008). Thus, based on the particular relevance of the primordial follicle pool with some other processes of folliculogenesis, in‐depth studies of the follicular assembly will provide a better understanding of the genetic basis of POI.

In humans, primordial follicle formation begins during mid‐gestation, while in mice, it begins at E17.5 (17.5 dpc) and is completed within the first 3 days after birth. Before follicle formation, germ cells form germ‐line cysts by synchronous, incomplete mitotic divisions. The cysts then undergo a progressive loss of synchrony by partial fragmentation into smaller cysts and associate with other unrelated cysts to form germ‐line nests just prior to meiosis initiation at E14.5 (Cui et al., 2013). The subsequent steps include meiosis initiation, cyst breakdown (CBD), and follicle assembly, which occur in the ovary in a temporally and spatially asynchronous manner. In mice, meiosis initiates via an anterior‐to‐posterior pattern along the axis of the ovary; the onset of CBD and follicle assembly starts from the medullar region to the cortex. The primordial follicles formed in the medullar region are immediately activated and then depleted early after puberty, whereas the primordial follicles formed in the cortex remain dormant and are gradually activated throughout the entire course of the reproductive lifespan (Zheng et al., 2014). Another characteristic of follicle assembly is the loss of a large number of oocytes by programmed cell death (PCD), and only one‐third of oocytes remain to form primordial follicles. A recent study found that mouse germ cells receive organelles from neighboring cyst cells and build a balbiani body to become oocytes encapsulated in primordial follicles (Lei & Spradling, 2016). The results suggest the selection of oocytes that are destined to form follicles. However, the underlying mechanism remains unknown, and it is difficult to anticipate the fate of each cell during the process.

The importance of oocytes on ovarian determination has long been acknowledged. During oogenesis, the oocyte undergoes dynamic alterations in gene expression that are regulated by a set of germ cell‐specific transcription factors. These regulators include FIGLA, NOBOX, LHX8, SOHLH1, and SOHLH2; Mutations in *FIGLA* and *NOBOX* have also been reported in human POI patients (Rossetti et al., 2017). Ovaries from mutants of the above genes are devoid of follicles shortly after birth, exhibiting defects in primordial follicle formation. The interrelationships among these transcriptional regulators have been revealed by microarray analyses of related gene knockout ovaries (Choi et al., 2007; Joshi et al., 2007). In addition to these germ cell‐specific transcription factors, TAF4B, a subunit of the general transcription factor TFIID has been linked to POI in human, and the *Taf4b* knockout mice exhibited delayed CBD and excessive germ cell loss after birth (Grive et al., 2014). As for the importance and complexity of transcriptional regulation during CBD and follicle assembly, it still remains unclear how the transcriptional network orchestrates the whole process in such a critical window of development.

At the time of primordial follicle formation, the overall histoarchitecture of the ovary changes dramatically. The asynchronism of follicle assembly determines the heterogeneity of germ cells, and all three kinds of germ cells (germ cells in cysts, germ cells undergoing CBD, and germ cells in follicles) coexist in the newborn ovary (P0.5). Theoretically, changes in the transcriptomes of these germ cells can accurately represent the developmental transitions during follicle formation. Single‐cell transcriptome sequencing has recently become popular because it enables us to study the gene expression profiles in single cells. Different from previous study with ovarian tissues for genome‐wide expression profiles in rats (Kezele et al., 2005), in this study, we sequenced the transcriptome of 146 single germ cells collected from P0.5 ovaries, and our data clearly showed the temporal dynamics of germ cells on gene expressions. Further study identified the regulatory networks of transcription factors (TFs) and revealed how TFs and target genes coordinate the state transitions during follicle assembly.

## 2 RESULTS

### 2.1 RNA profiling of single germ cells from newborn (P0.5) ovaries

It has been previously reported that asynchronism occurs in follicle assembly. The heterogeneity of germ cells in newborn (P0.5) ovary can be reflected by EU labeling, which indicates the different transcriptional statuses among germ cells (Figure 1a). At such a particular developmental stage, all three kinds of germ cells (germ cells in cysts, germ cells undergoing CBD, and germ cells in follicles) coexist in the newborn ovary, which represents two‐stage transitions as STI, state transition I, from cyst to CBD states and STII, state transition II, from CBD to follicle state (Figure 1b). To delineate the continuous nature of oocyte differentiation during follicle assembly, we collected single germ cells from P0.5 ovaries of C57BL6 mice by enzyme digestion and mouth pipetting. Germ cells are easily distinguished from somatic cells by their diameters (13~20 μm) under the microscope. 

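The data behind the single-cell results are 146 Smart-seq2 libraries, each made from 1 germ cell that was picked by mouth pipette from P0.5 ovaries, with ERCC spike-in RNA of known sequence added to the lysate. The authors quantified the reads of each cell with Salmon against mm10 with the spike-in sequences added, and deposited for each gene symbol the TPM and the estimated number of reads. Each cell has values for 52605 gene symbols and 92 spike-ins. The annotation release is not stated in the paper's text, so symbols were matched to GENCODE M21 (28006 symbols), then to RefSeq symbols (35) and then to unique RefSeq synonyms (269), which gave 19780 coding genes. The labels name no animal, litter or plate for any cell. All cells were therefore treated as 1 sample, since cells are not replicates, and values are given as means, shares and log2 ratios without a test. Confidence intervals of shares are exact (Clopper-Pearson, 95%) and cover counting error only. The cluster of each cell, which the paper lists in Table S1, was not used here, and the clusters were rebuilt from the published steps, so a difference from the paper may come from the rebuilt clusters. Unless stated otherwise, a level is the mean TPM over the cells of a rebuilt cluster and a log2 ratio is that of the later over the earlier cluster after adding a pseudocount of 1 TPM to both means. A ratio is called a difference here when it is at least 1.5-fold (0.58 on the log2 scale).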

We then analyzed the transcriptome of single germ cells by single‐cell RNA‐seq using Smart‐seq2 technology. The properties of oocytes were verified in advance by real‐time PCR after the preamplification of single‐cell mRNAs, and a total of 146 single germ cells were sent for sequencing. 

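The estimated reads assigned to genes ranged from 1408459 to 26855273 per cell, with a median of 9487369 and a mean of 9668951. These are reads that Salmon assigned to transcripts, which excludes reads that were sequenced but not assigned. A median of 12576 genes per cell had at least 1 read. Over the 146 cells, 14115 coding genes had a TPM of at least 0.1 in at least 10 cells. The number moved most when genes other than coding ones were included, to 22734. With the bounds of the supplement, above 0.1 in more than 10 cells, it was 13944, and with at least 1 estimated read in place of the TPM it was 14716.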

RNA‐seq libraries from single cells were sequenced to an average depth of 25 million reads, and 12,103 genes were identified, with confirmed expression in at least 10 single cells (TPM ≥ 0.1) (Table S1). 

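With nCount_RNA read as the sum of estimated reads over genes, all 146 cells passed the published limits, and counting the spike-ins in the total also left 146. The number of reads of the shallowest cell lay above the limit of 500000. Reads on mitochondrial genes made up between 0.212% and 25.8% of the reads of a cell, with a median of 6.23%. Reads on spike-ins made up between 0.092% and 1.53%. With the sum and both percentages taken from TPM over coding genes, mitochondrial genes and spike-ins, 141 cells passed.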

After quality control, 142 cells were qualified for further analysis (Figure S1A).

**FIGURE 1:**
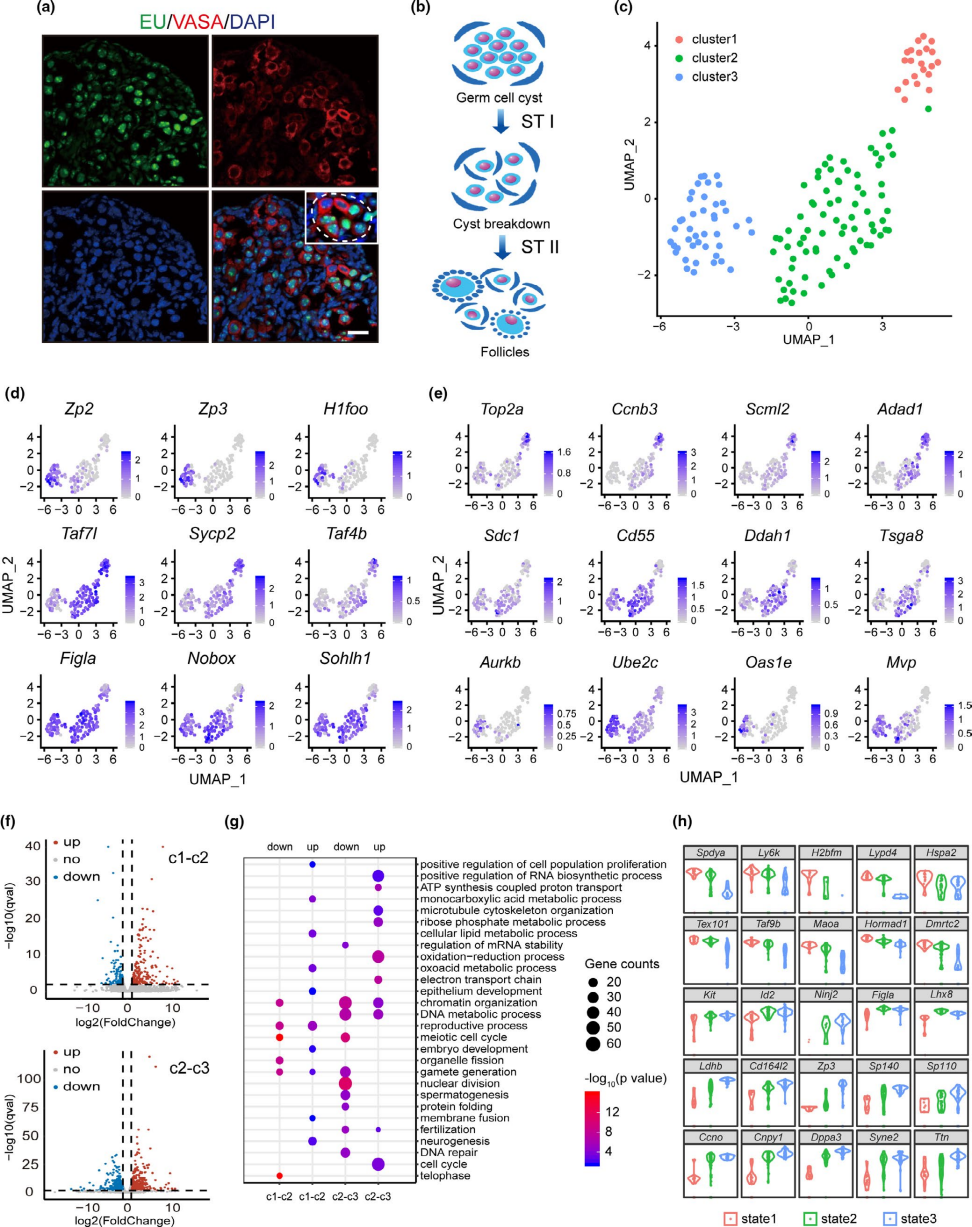
Single‐cell profiling reveals the heterogeneity in germ cells of newborn ovary. (a) EU labeling showed differentially transcriptional activities in germ cells of a newborn ovary (P0.5). P0.5 newborn mice were i.p. injected with EU (0.2 mg/each pup), and ovaries were collected 2 h later for immunostaining with antibodies against EU and VASA. Oocytes were labeled with VASA staining. Green, EU; Red, VASA; Blue, DNA. Inset, white dashed line circled a representative germ cell cyst. Bar = 20 μm. (b) Stage transitions from germ cell cysts to follicles. STI, from germ cell cyst (state 1) to cyst breakdown stage (state 2); STII, from cyst breakdown to follicle stage (state 3). (c) Cell clustering by UAMP based on gene expression. Cells from different clusters are shown in different colors. (d) Distributions of feature genes in clusters. The feature genes refer to genes selected to perform PCA analysis during cell clustering. The gene expression levels are indicated by the colors of the bar. (e) Identified DEGs with specific distributions of expression in three clusters. (f) Volcano Plots of differential expressed genes (DEGs) between clusters. (g) Representative GO terms of downregulated and upregulated enrichment between clusters. (h) Violin plots of enriched DEGs expression in three states. State 1 represents germ cells in cyst; state 2, germ cells undergoing cyst breakdown; and state 3, oocytes in follicles

### 2.2 Germ cells are molecularly heterogeneous

To reveal the heterogeneity (subpopulation) of germ cell development during follicle assembly, we first clustered the cells into three subtypes (clusters 1, 2, and 3) using Uniform Manifold Approximation and Projection (UMAP) method according to the expression of well‐known genes that are important in oocyte development (Figure 1C and Table S1). 

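The TPM values of the detected coding genes were normalized and scaled in Seurat, and principal components were computed on the 20 feature genes, which are the 19 genes named in the paper and Taf4b of Figure 1d. The first component held 36.4% of the variance of the feature genes and the second 16.6%. The paper's text gives neither the number of components nor the resolution, so 10 components, 20 neighbours and the lowest resolution that gave 3 clusters (0.2) were used. Clusters were numbered by their mean on the first component, with Sycp2, Stag3 and Taf7l high in cluster 1. Cluster 1 held 20 of the 146 cells (13.7%, 95% confidence interval 8.57 to 20.4%), cluster 2 held 93 (63.7%, 55.3 to 71.5%) and cluster 3 held 33 (22.6%, 16.1 to 30.3%). These shares describe the cells that were picked for sequencing.

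**Figure D1:**
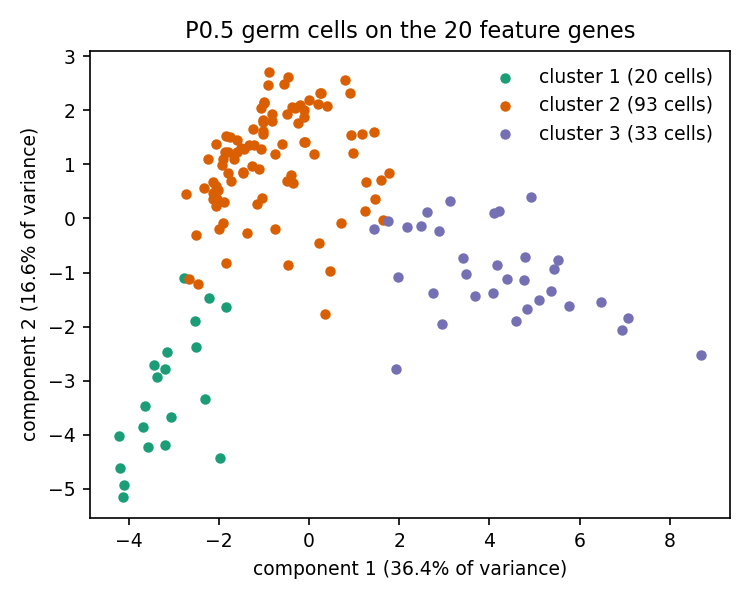
Each point is 1 germ cell, placed by the first (horizontal axis) and the second (vertical axis) principal component of the scaled feature genes, without units, and coloured by rebuilt cluster. Cluster 1 lies mostly to the left, cluster 3 to the right and cluster 2 between them, and neighbouring clusters overlap on the horizontal axis.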

*Sycp2*, *Stag3*, and *Taf7l* are genes with high expression in fetal meiotic germ cells. Accompanied with the arrest of meiosis at the diplotene stage of prophase I after follicle formed, their expressions will decrease significantly in oocytes (Fukuda et al., 2014). *Sohlh1*, *Nobox*, *Figlα*, and *Lhx8* are the genes important for follicle formation as knockout mice of either one has the defects on oocyte survival and follicle assembly (Choi et al., 2007; Grive et al., 2016; Joshi et al., 2007). *Kit*, *Gdf9*, *Zp1*, *Zp2*, *Zp3*, *H1foo*, *Ooep*, *Nlrp5*, *Nlrp14*, *Pou5f1*, *Ybx2*, and *Zar1* are well‐known maternal genes for oocyte and early embryonic development (Park et al., 2015). 

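Each feature gene was measured in cells that were clustered again without that gene, so that its own level did not shape its clusters. The other feature genes stayed in, so genes that move together still shaped each other's clusters. On the second component the largest weights were those of Lhx8, Figla, Sohlh1 and Nobox (0.39 to 0.49). The mean TPM of Sycp2 fell from 472 in cluster 1 to 169 in cluster 2 and 66.4 in cluster 3. Stag3 went from 306 to 214 and 149, and Taf7l from 1340.5 to 1019 and 146.1. For Stag3, the log2 ratios of both steps (-0.51 and -0.52) were below 1.5-fold, and that of cluster 3 over cluster 1 was -1.03. Its ratio of cluster 3 over cluster 2 was 0.095 per spike-in and 0.022 with clusters from the 2000 most variable genes. The first step of Taf7l (-0.40) was also below 1.5-fold. Sohlh1 rose from 11.9 in cluster 1 to 348 in cluster 2, and stood at 289 in cluster 3. The means of Nobox were 44.4, 296 and 230.0, those of Figla 288, 1645 and 1183, and those of Lhx8 79.03, 678 and 346 in clusters 1, 2 and 3. These 4 genes were highest in cluster 2, where of the ratios of cluster 3 over cluster 2 that of Lhx8 (-0.97) was over 1.5-fold and those of Sohlh1 (-0.27), Nobox (-0.36) and Figla (-0.48) were not. Per spike-in these became -0.21, 0.63, 0.62 and 0.47, and with clusters from the 2000 most variable genes -1.22, -0.40, -1.09 and -0.75. Of the 12 maternal genes, 11 were highest in cluster 3 and Kit was highest in cluster 2 by a small margin. The largest ratio of cluster 3 over cluster 2 among the 12 was that of Zp3, at 5.30, or 5.92 without 1 cell of cluster 2. Without 1 cell, the ratio of cluster 2 over cluster 1 moved from 4.76 to 5.38 for Sohlh1 and from 3.08 to 3.76 for Lhx8. The alternative that moved the ratio of Sohlh1 from cluster 1 to cluster 2 most, the clusters from variable genes, gave 0.73. With those clusters the same ratio fell from 2.51 to 0.77 for Figla, from 3.08 to 0.78 for Lhx8 and from 2.71 to 1.45 for Nobox.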

As shown in Figure 1d and Figure S1b, these genes showed differential distributions in clusters. Additionally, we also identified more differential expressed genes (DEGs) in comparison between adjacent clusters (Figure 1e and Figure S1c). 

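The 12 genes of Figure 1e were measured in the clusters built on the feature genes, none of which is among them. Top2a, Ccnb3, Scml2 and Adad1 were all highest in cluster 1, and Ccnb3 had a mean TPM of 520.3 there, 52.2 in cluster 2 and 2.11 in cluster 3. Sdc1, Cd55, Ddah1 and Tsga8 were highest in cluster 2, where Tsga8 had a mean of 308 against 38.9 in cluster 1 and 51.1 in cluster 3. Mvp, Aurkb, Ube2c and Oas1e were highest in cluster 3. Ube2c rose from 119.8 to 318 and 1576, Mvp from 1.69 to 51.7 and 100.3, and Aurkb from 0.0274 to 4.30 and 33.00. For Mvp, the ratio of cluster 3 over cluster 2 was 0.94, and 0.34 with clusters from the 2000 most variable genes. The ratio of Aurkb between clusters 2 and 1 was 2.37, and 0.56 as a difference of mean log2(TPM + 1).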

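The number of differentially expressed genes was not counted, because the cells are 1 sample and a count made from cells has no replicate behind it. Genes were instead ranked by the log2 ratio of mean TPM between adjacent clusters, among coding genes outside the feature list with a mean of at least 10 TPM in either cluster and at least 0.1 TPM in at least 50% of the cells of the higher cluster. From cluster 1 to cluster 2, the 5 largest increases were those of Ccno (7.62), Dppa3 (7.41), Nlrp4f (6.65), Cnpy1 (6.09) and Pdzk1 (5.35). Without 1 cell, the ratio of Cnpy1 was 7.79 and that of Pdzk1 6.09. The 5 largest decreases were those of Gm10800, H2bfm, Gm10801, Gm10717 and Gm10719, and for the Gm genes among them 1 library of cluster 1 decided the value. Without it, the ratio of Gm10800 went from -5.96 to 0.75, and the 5 largest decreases were those of H2bfm (-5.86), Mtl5 (-4.50), Magea10 (-4.36), Meioc (-4.35) and H2-Ab1 (-3.65). Leaving that library out was chosen after the values were seen. From cluster 2 to cluster 3, Oas1d (5.68), Npm2 (5.30), Khdc3 (5.05), Oas1c (4.98) and Gstp2 (4.76) increased most. Dmrtc2 (-5.09), Spdya (-5.04), Adad1 (-4.86), Aspa (-4.75) and Maoa (-4.31) decreased most.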

In total, we identified 141 upregulated and 71 downregulated genes between cluster 1 and cluster 2, and 433 upregulated and 492 downregulated genes (q < 0.001) were recognized between cluster 2 and cluster 3 (Table S2 and Figure 1f), respectively. GO analysis revealed male meiosis and synapsis terms in downregulated genes from cluster 1 to cluster 3 (Figure 1g). 

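Of a list of 46 meiosis genes outside the feature list, 38 had a mean of at least 1 TPM. Their median log2 ratio was -0.62 from cluster 1 to cluster 2, -0.97 from cluster 2 to cluster 3 and -1.62 from cluster 1 to cluster 3. The last of these was below the median of each of 10000 random lists of 38 genes matched on mean expression, whose own median was -0.13. This percentile describes these libraries and is not a p-value. The clusters were built on meiotic and maternal feature genes, so other genes of those programmes could shift with them. Lists matched on mean expression do not measure that, so the percentile alone does not show a change beyond the choice of feature genes. Of the 38 genes, 32 were lower in cluster 3 than in cluster 1. The median from cluster 1 to cluster 3 moved most when TPM was divided by the spike-in TPM of each cell, to -0.88. In that comparison the scaling moved the median of all 11952 genes from -0.23 to 0.29. Relative to all genes the meiosis median was -1.39 without it and -1.17 with it. From cluster 2 to cluster 3 the scaled meiosis median was -0.080. Relative to all genes it was -0.76 without the scaling and -0.65 with it.

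**Figure D2:**
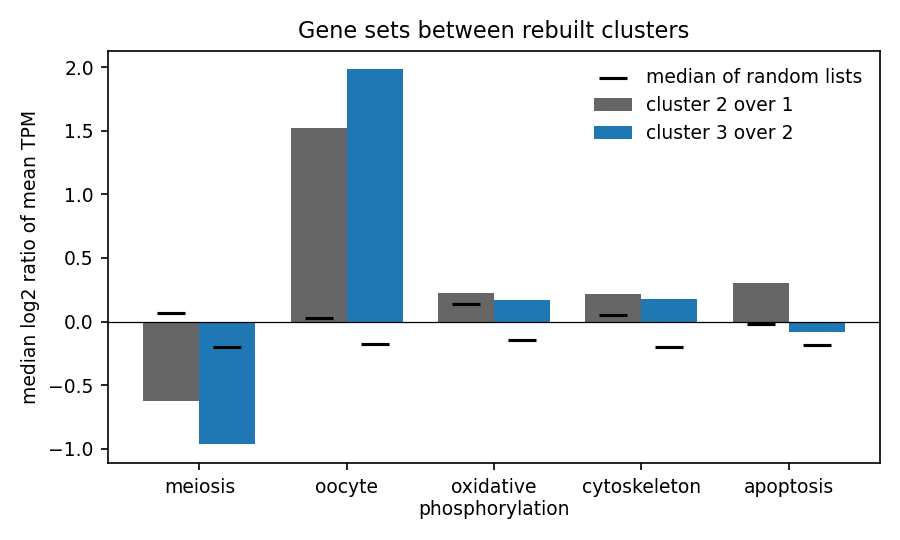
Bars are the median log2 ratio of mean TPM over the genes of each set (vertical axis) from cluster 1 to cluster 2 (grey) and from cluster 2 to cluster 3 (blue), and black lines are the median of 10000 random lists matched on mean expression. The meiosis set lies below its random lists and the oocyte set above them in both comparisons.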

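The 77 nuclear genes of the oxidative phosphorylation complexes had a median log2 ratio of 0.22 from cluster 1 to cluster 2, at percentile 90.05 of matched random lists. Between clusters 2 and 3 the median was 0.17, at percentile 99.99, where the random lists had a median of -0.15. Of the 77 genes, 46 were higher in cluster 3 than in cluster 2. Both medians lie below the 1.5-fold size used for a call. Divided by the spike-in TPM, the median from cluster 2 to cluster 3 was 1.07, which is 0.50 above the median of all genes under that scaling, against 0.38 without it. Relative to all genes it was 0.20 with Ward clusters, 0.21 with clusters from the 2000 most variable genes and -0.012 as a difference of mean log2(TPM + 1), so the rise above other genes was absent on that scale.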

Besides gametogenesis or embryo development processes, neurogenesis, membrane fusion terms were specifically enriched in upregulated genes between cluster 1 and cluster 2, and electron transport chain, ATP synthesis, oxidation‐reduction process etc. were specifically enriched in upregulated genes from cluster 2 to cluster 3. Such processes are correlated with dramatic cell motility and cell‐cell communications during follicle assembly, and the metabolic changes after follicle formed. In mice, oocyte meiosis starts at approximately E13.5, progresses through the leptotene, zygotene, and pachytene stages, and finally arrests at the diplotene stage of prophase I when the follicle is formed. The oocytes then remain in diplotene until the first meiotic division just prior to ovulation. Thus, from cluster 1 to cluster 3, the downregulation of meiosis‐related genes and the significant upregulation of genes for oocyte and embryonic development represent the stage‐to‐stage transitions of germ cells from cyst to follicle stage. 

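The oocyte list held 40 oocyte and early embryonic genes outside the feature list, of which 28 had a mean of at least 1 TPM. Its median log2 ratio was 1.52 from cluster 1 to cluster 2, 1.98 from cluster 2 to cluster 3 and 4.06 from cluster 1 to cluster 3. Each lay above every matched random list. As for the meiosis list, the clusters were built on feature genes of the same programme, so these percentiles alone do not show a change beyond that choice. Between clusters 1 and 3, 27 of the 28 genes increased. With a pseudocount of 0.1 TPM the last median was 5.65, and with clusters from the 2000 most variable genes 3.11. As a difference of mean log2(TPM + 1), the median from cluster 1 to cluster 2 was 0.54, below the 1.5-fold size. From the decrease of meiosis-related genes and the increase of oocyte and embryonic genes, the paper concludes that the 3 clusters represent the transitions from the cyst to the follicle stage.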

The three cell clusters correspond to three germ cell types in the newborn ovary which we referred as state 1, germ cells in cyst (with the highest expression of meiosis‐related genes); state 2, germ cells undergoing CBD (transitional state); and state 3, germ cells formed follicles (with the highest expression of genes related with oocyte or embryonic development). 

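Of the 25 genes shown in Figure 1h, 10 were highest in cluster 1, 4 in cluster 2 and 11 in cluster 3. Hormad1 had means of 1445, 493 and 181 TPM in clusters 1, 2 and 3, and Tex101 of 981, 511 and 41.8. Ldhb rose from 12.9 to 354 and 1741. Hspa2 had its highest mean in cluster 1 (57.3) and lower means in clusters 2 (5.30) and 3 (12.3). Its medians were 10.2, 0 and 8.60 TPM, so the excess of cluster 1 over cluster 3 was small in the median. It reached 0.1 TPM in 12 of 20 cells of cluster 1 and 30 of 33 of cluster 3. Its ratio of cluster 3 over cluster 2 was 1.07, and 0.40 with clusters from the 2000 most variable genes. Top2a, outside Figure 1h, had means of 132.04, 20.2 and 26.6.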

Violin plots revealed the distributions of DEGs between states, and some representative genes were manifested by in situ hybridization, real‐time RT‐PCR, and Western blot on ovaries collected from E17.5, P0.5, P2.5, or P5.5 (Figure 1h and Figure S1d; Figure 2a; Figure S2a and 2b). Immunofluorescence of TOP2A and HSPA2, the genes with high expressions in state 1 cells, showed differential expressions in germ cells of the same cyst in P0.5 ovaries (Figure 2b). The dynamic expression of MVP, AURKB, SYNE2, and UBE2C was also observed in E17.5, P0.5, and P2.5 ovaries with the dramatic increase in oocytes formed follicles (Figure 2c). Cell suspension was then prepared from E17.5, P0.5, or P2.5 ovaries, and oocytes were picked by mouth pipette for high‐throughput on‐chip quantitative real‐time PCR with selected DEGs identified between state transitions (Figure 2d; Table S3). After PCA analysis, the cells can be clearly clustered into three clusters according to the expression levels of these genes (Figure 2e).

**FIGURE 2:**
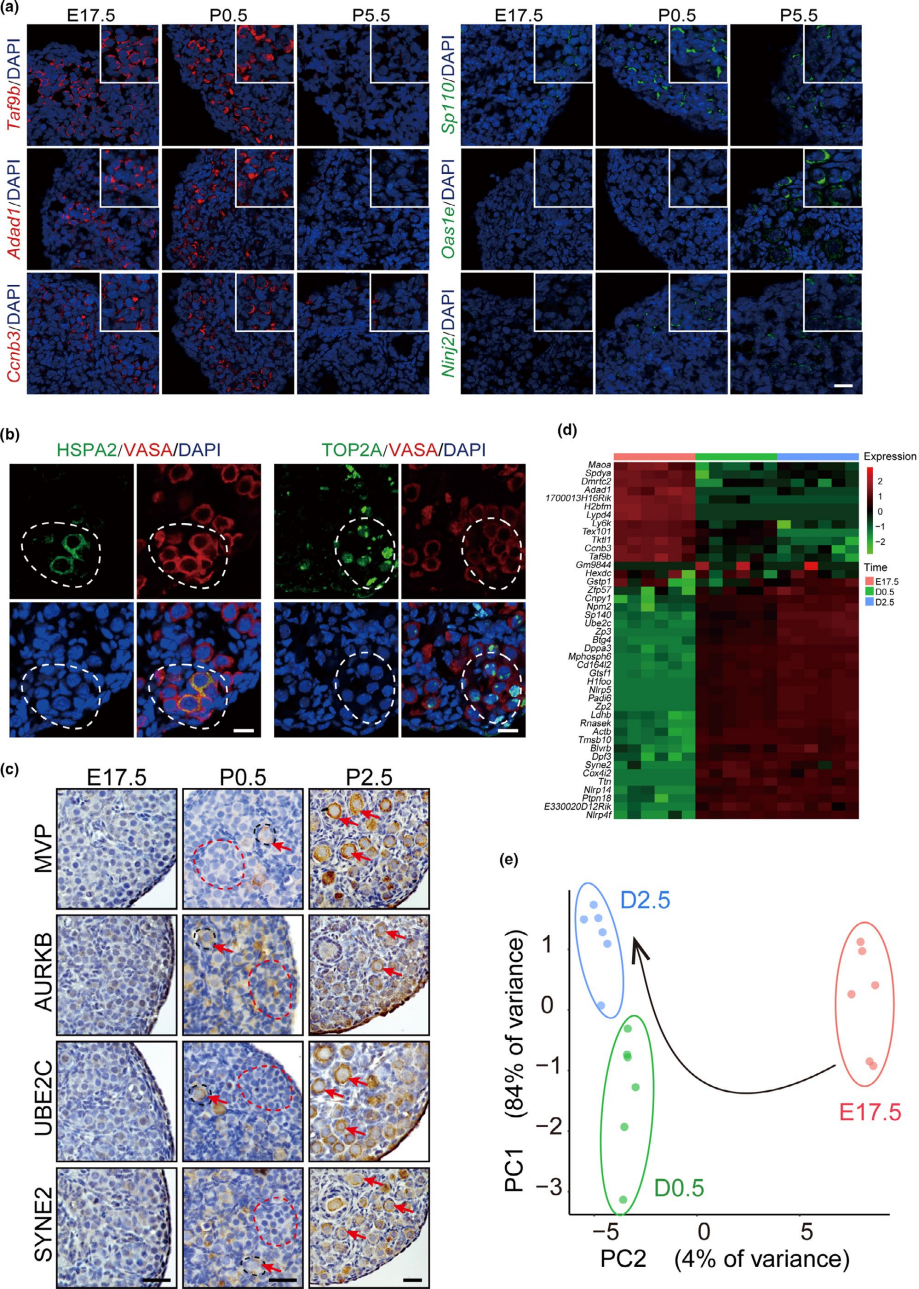
Representative gene expressions in newborn ovaries. (a) In situ hybridization of representative DEGs. Left panel, DEGs in STI from cyst to CBD stage. Right panel, DEGs in STII from CBD to follicle stage. Red and Green, specific probes of target genes; Blue, nuclear. Bar = 50 μm. Insets, magnified images to show the staining signals in germ cells/oocytes. (b) Differential expression of representative downregulated genes TOP2A and HSPA2 in germ cells of P0.5 ovary. Germ cells were labeled with VASA staining. Red, VASA; Green, specific proteins; Blue, nuclear. White dashed lines circled germ cell cysts. Bars = 20 μm (c) Dynamic expression of representative upregulated genes in E17.5, P0.5, and P2.5 ovaries. Red dashed lines circled germ cell cysts; Black dashed lines circled primordial follicles. Oocytes in follicles were labeled with red arrows. All bars = 50 μm. (d‐e) High‐throughput qPCR profiling of state DEGs (43 genes) in germ cells/oocytes collected from E17.5, P0.5, and P2.5 ovaries. Hierarchical clustering ( d) and PCA plotting ( e) showed three distinguishable cell groups correlated to their developmental stages. Red, E17.5; Green, P0.5; Blue, P2.5

### 2.3 Reconstruction of the temporal dynamics of germ cells during follicle assembly

One of the advantages of single‐cell transcriptional profiling is to order cells along a hypothetical timeline of development by pseudo‐time analysis. To delineate the temporal dynamics of germ cells during follicle formation, Monocle toolkit was used to reorder single cells into a pseudo‐temporal timeline, and the result clearly demonstrated the uniform development of germ cells from cyst (state 1) to follicle stage (state 3) (Figure 3a). 

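Monocle was not run here, and the order of the cells was taken as their position on the first principal component of the 20 feature genes, turned so that meiotic genes are high at its start. The ordered cells were divided into 5 bins of 29 or 30 cells. The first bin held 18 cells of cluster 1 and 12 of cluster 2, the next 2 of cluster 1 and 27 of cluster 2, bin 3 held 29 of cluster 2, bin 4 held 25 of cluster 2 and 4 of cluster 3, and the last held 29 of cluster 3. Diffusion pseudotime computed with scanpy on the same components had a Spearman rho of 0.981 with this order across cells. The first component of 1933 variable genes that exclude the feature genes and the genes named in the paper had a rho of 0.67 with it. Both rho values are across cells of 1 sample and are given without a p-value.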

The heatmap showed the trends of pseudo‐time‐dependent genes along the pseudo‐timeline which were then classified into four clusters with different expression dynamics (Figure 3b and Table S4). The trends of single genes in each cluster were plotted as shown in Figure 3c and Figure S3a. 

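The 12 genes with a tide-wave trend in Figure 3c that could be read from the panels were all highest in cluster 2. All 12 rose by at least 1.5-fold from cluster 1 to cluster 2 and were lower in cluster 3 than in cluster 2, but Id2, Anxa7, Mboat2 and Tspan13 by less than 1.5-fold. Other choices changed the direction for some of them, as for Id1 from cluster 1 to cluster 2 with clusters from the 2000 most variable genes (-0.70) and Sdc1 from cluster 2 to cluster 3 per spike-in (0.18). In 5 bins along the first component of variable genes, Sdc1, Tspan13, Ccdc73 and Aen were highest in bin 1 and Id2 in bin 5. Ccdc73 had a mean of 355 TPM in cluster 1, 847 in cluster 2 and 266 in cluster 3, and Prdx6 of 14.03, 201 and 90.9.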

Genes in cluster 1 and cluster 2 showed tide–wave trend along the pseudo‐timeline (Figure 3b). GO analysis enriched generation of neurons, regulated exocytosis, cell fate commitment, or Golgi vesicle transport terms, which are in accordance with the dramatic organelle movement between oocytes and oocyte‐somatic interactions during follicle assembly (Figure 3d). Notably, *Figlα*, *Sohlh1*, *Nobox*, and *Lhx8*, all the mentioned transcription factor genes important for follicle formation are enriched in these two clusters. 

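Figla lies on chromosome 6 of GRCm38 from 86016171 to 86020996, and Nobox on chromosome 6 from 43303674 to 43309554. Along the order of cells made without the gene itself, the mean TPM of Figla over the 5 bins was 754, 1279.6, 1944, 1666 and 1229. Nobox (378 TPM) and Lhx8 (784) were, like Figla, highest in bin 3, and Sohlh1 (398) in bin 4. From the first bin to its highest one, Sohlh1 rose from 176, Nobox from 132.03 and Lhx8 from 266. With 3 bins, all 4 genes were highest in the middle bin. Across cells, Spearman's rho with the order was 0.246 for Figla and 0.287 for Nobox. On the first component of variable genes these became -0.114 and -0.0348, so their direction depends on the order used, and there Figla, Sohlh1 and Lhx8 were highest in bin 2.

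**Figure D3:**
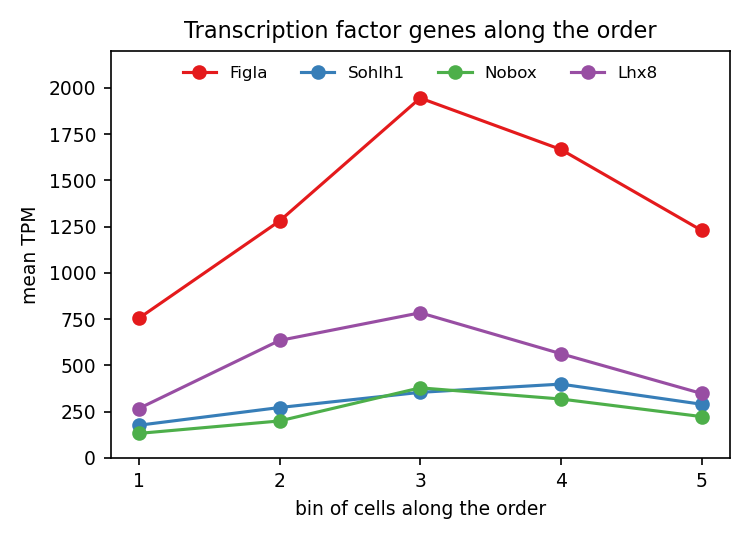
Mean TPM (vertical axis) of Figla, Sohlh1, Nobox and Lhx8 in 5 bins of cells along the order (horizontal axis). Each line is lowest in the first bin and highest in bin 3 or 4.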

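Foxo3 had a mean of 19.3 TPM in cluster 1, 92.04 in cluster 2 and 64.9 in cluster 3. In bins along the order it was highest in bin 3, at 109.2, against 52.8 in the first and 70.03 in the last. The decrease from cluster 2 to cluster 3, with a log2 ratio of -0.50, is below the 1.5-fold size, and per spike-in the ratio was 0.44.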

*Foxo3*, the forkhead transcription factor gene that is important for the maintenance of primordial follicles, is also enriched in cluster 2 (Reddy et al., 2010). 

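Sdc1 had a mean TPM of 20.2 in cluster 1, 75.2 in cluster 2 and 45.8 in cluster 3, and Cd55 of 19.04, 165 and 82.9. Tspan13 rose from 30.01 to 201 and stood at 144.8 in cluster 3, and Anxa7 from 35.4 to 419.7 and then 358. From cluster 1 to cluster 2 the log2 ratios were 1.85, 3.05, 2.70 and 3.53, and without 1 cell that of Sdc1 was 2.60 and that of Cd55 4.03. Between clusters 2 and 3 Sdc1 changed by -0.70. The change was -0.38 as a difference of mean log2(TPM + 1) and 0.18 when TPM was divided by the spike-in TPM. From counts summed over the cells of a cluster and divided by the cluster's total (CPM), it was -0.54. Cd55 changed by -0.99, and by -0.16 per spike-in.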

Besides that, we also identified several genes encoding membrane proteins such as *Sdc1*, *Cd55*, *Tspan13*, and *Anxa7* (Figure 3c). We then checked the coexpression patterns of CD55 and SDC1 with GM130, a Balbiani body marker labeling oocytes that are destined to form follicles (Lei & Spradling, 2016). Meanwhile, KIT staining was used as a control because of its critical role in regulating the cross‐talk between oocytes and somatic cells during perinatal CBD. The results clearly showed their co‐localization with GM130‐positive germ cells (Figure 3e). These identified cell surface molecules may be used as markers to label and isolate oocytes that are destined to form follicles. Cluster 3 genes showed constantly downregulated trend along the pseudo‐timeline, and GO terms are related with meiotic cell cycle regulation (Figure 3c,d; Figure S3a). 

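The 6 genes of this group that could be read from Figure 3c were all highest in cluster 1. Mtl5 had a mean of 129.8 TPM in cluster 1, 5.07 in cluster 2 and 0.126 in cluster 3, and Gm8334 of 211, 24.7 and 0.0549. Arrdc3 fell from 102.3 to 22.4 and 8.82. Between clusters 2 and 3, 2 of the 6 genes rose. Krcc1 went from 17.8 to 41.1, and Tceal7 from 1.63 to 7.52, a rise that nearly vanished without 1 cell (log2 ratio 0.044). Of the 5 bins along the order, Tceal7 was highest in bin 4, at 10.0 TPM against 7.76 in the first. The other genes of the group were highest in the first bin. On the first component of variable genes, Tceal7 was highest in bin 5, Krcc1 in bin 4 and Gm8334 in bin 3, and the others in bin 1.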

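Zp1, Zp3, Btg4, Npm2, Padi6, Nlrp14 and Ooep were each highest in the last of the 5 bins along the order and along diffusion pseudotime, while on the first component of variable genes Zp1, Btg4 and Npm2 were highest in bin 4. Mean TPM rose from the first to the last bin from 0.0195 to 82.2 for Zp1, from 0.113 to 586 for Zp3, from 0.436 to 895 for Padi6 and from 0.0397 to 101.6 for Nlrp14. Btg4 rose from 2.90 to 152, Npm2 from 4.09 to 178 and Ooep from 18.8 to 191. Spearman's rho with the order across cells lay between 0.528 for Btg4 and 0.688 for Padi6. The increase was mostly from cluster 2 to cluster 3 for Btg4, with a log2 ratio of 3.57. From cluster 1 to cluster 2 its ratio was 1.30, 0.42 with Ward clusters, 0.50 as a difference of mean log2(TPM + 1) and 2.53 without 1 cell. Zp1 rose by 2.38 and Npm2 by 1.01 in that comparison, or by 0.53 and 0.19 as differences of mean log2(TPM + 1), and without 1 cell the ratio of Npm2 was 1.98.

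**Figure D4:**
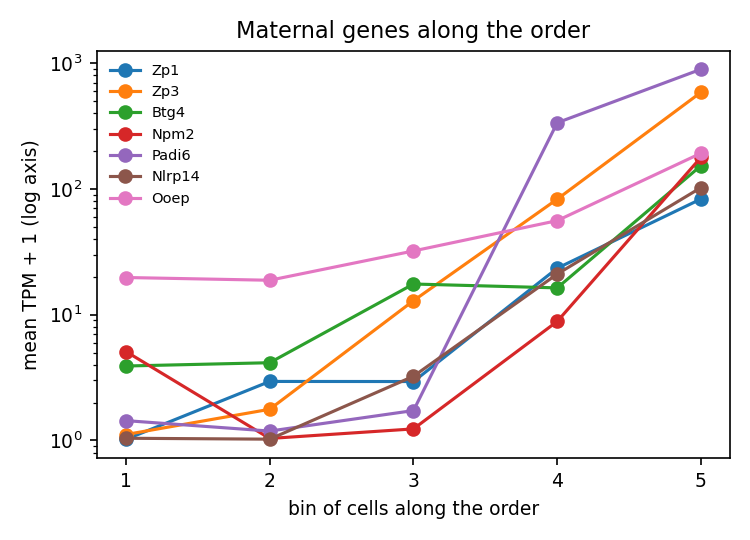
Mean TPM plus 1 on a log axis (vertical) of 7 maternal genes in 5 bins of cells along the order (horizontal axis). On this order every line is highest in the last bin, where Padi6 reaches 895 TPM.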

Cluster 4‐enriched genes, playing important roles in DNA metabolic process, fertilization, or miotic cell cycle, include many oocyte‐specific genes or maternal factors that are important for ovulation or early embryonic development such as *Zp1*, *Zp3*, *Btg4*, *Npm2*, *Padi6*, *Nlrp14*, and *Ooep* (Figure 3c,d; Figure S3a). Thus, from the dynamic gene expression along the pseudo‐timeline, we recaptured the sequential and stepwise trajectory of germ cell development and identified a series of pseudo‐time‐dependent genes that may function during primordial follicle formation and following follicular development.

**FIGURE 3:**
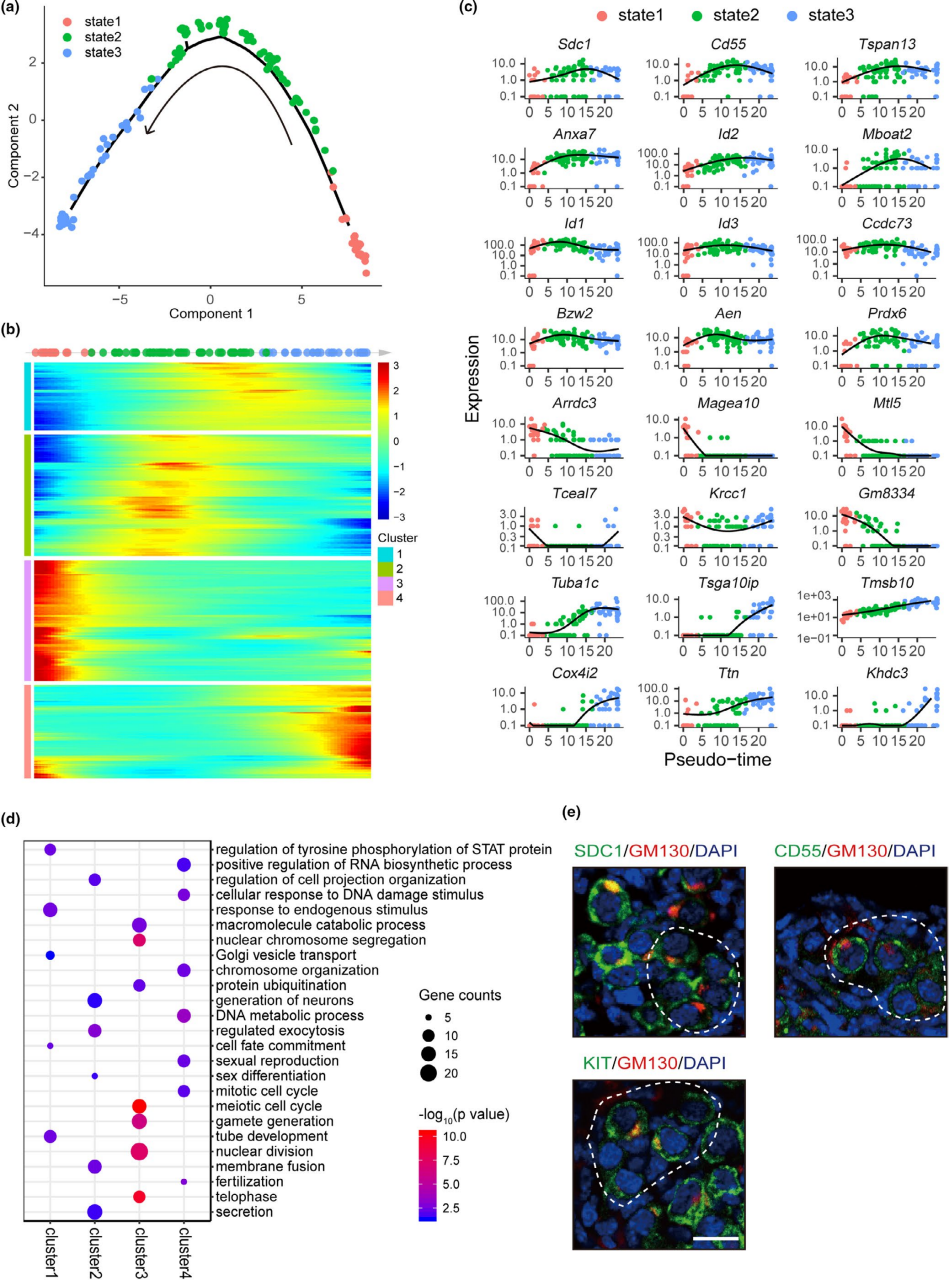
Reconstruction of the temporal dynamics in germ cell development. (a) Monocle analytic plot of germ cells in 2D‐PCA space, using a minimum spanning tree. The beginning and end of the timeline were determined by the known marker genes. (b) Heatmap representing the smoothed expression of pseudo‐time‐dependent genes alone pseudo‐timeline. Pseudo‐time‐dependent genes were clustered into 4 clusters according to different expression patterns. (c) Expression trend of selected marker genes along the pseudo‐timeline. (d) List of the most relevant GO terms in each cluster of pseudo‐time‐dependent genes together with the enrichment significance scores. (e) Co‐localization of identified membrane proteins SDC1, CD55, with GM130 in newborn P0.5 ovaries. KIT and GM130 staining were used as positive control to label oocytes destined to form follicles. White and red dashed lines circled germ cell cysts; black dashed lines circled primordial follicles. All bars = 20 μm

### 2.4 Reconstruction of transcriptional modules related to cell states during follicle assembly

To identify the master regulators of follicle formation, we constructed transcriptional regulatory networks with transcriptional regulators and their target genes by applying SCENIC (single‐cell regulatory network inference and clustering) analysis. The DEGs between stage‐transitions were input for SCENIC to set up the regulatory network. We identified 18 significant regulons containing 868 genes (Figure 4a and Table S5). The size of each regulon varies from 10 to 375 genes, with a median size of 44 genes. The regulon activity matrix revealed their differential expression between cell states (Figure 4b). Strikingly, cells are well separated into three states using the RAS‐based distance, and the cells showed highly overlapped distributions with previous clusters (Figure 4c and Figure S4a). The differential expressions of the regulons in states were then plotted (Figure 4d and Figure S4b). 

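Regulon activity was not computed here, and the values are levels of the regulator genes. Nelfe had a mean TPM of 350.4 in cluster 1, 308 in cluster 2 and 182 in cluster 3, and Chd2 of 91.1, 50.3 and 28.3. From cluster 2 to cluster 3 the log2 ratio was -0.76 for Nelfe and -0.80 for Chd2. With TPM divided by the spike-in TPM these became 0.10 and 0.13, under a scaling that moved the median of all genes from -0.21 to 0.57. For Chd2, CPM gave -0.33 and the difference of mean log2(TPM + 1) gave -0.46. Chd2 fell by 0.84 on the log2 scale from cluster 1 to cluster 2, and its ratio was 0.021 with clusters from the 2000 most variable genes.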

Among the enriched regulons, *Nelfe* and *Chd2* genes showed similar expression patterns in state 1 and state 2 cells (Figure 4d), and their enriched target genes were highly overlapped with each other (Figure S4c and Table S5), with enriched GO terms specific on nuclear division and chromosomal organization of meiotic cell cycle (Figure S4d). *Nelfe*, negative elongation factor E, has been previously identified as a RNA‐binging protein that participated in regulating the stability of the mRNA of MYC‐associated genes (Dang et al., 2017). Based on the highly overlapped target genes between *Nelfe* and *Chd2*, there is a possibility that *Nelfe* also modulates *Chd2*‐related genes in oocyte during follicle formation. 

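Bhlhe41 had a mean of 10.02 TPM in cluster 1, 86.04 in cluster 2 and 61.5 in cluster 3. Its log2 ratio from cluster 2 to cluster 3 was -0.48, and it was 0.29 per spike-in and 0.19 with clusters from the 2000 most variable genes, all below the 1.5-fold size. The ratio from cluster 1 to cluster 2 was 2.98, and 0.10 with clusters from the variable genes. Hes1 rose from 12.1 to 247 TPM and stood at 208 in cluster 3. Its ratio of cluster 3 over cluster 2, -0.25, was -2.67 without 1 cell, so a single cell carries most of the mean of cluster 3. Hes6 had means of 57.8, 145.6 and 86.5. It rose by 1.32 and then changed by -0.74 on the log2 scale, where the latter was -0.46 as a difference of mean log2(TPM + 1) and 0.31 per spike-in, and the former 0.47 with clusters from the variable genes.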

*Bhlhe41*, which is highly expressed in follicle oocytes (state 3 cells), together with the other two identified core regulons *Hes1* and *Hes6*, are components of Notch signaling pathway. The importance of Notch signaling pathway in follicle formation has been well delineated in previous studies (Vanorny et al., 2014). GO analysis of *Bhlhe41* target genes further revealed enriched biological processes about neurogenesis and cellular component organization (Figure S4e). The result suggests the regulation of *Bhlhe41* on cell–cell communications during follicle assembly is possibly through the Notch signaling pathway. The activity of another transcription factor, *Id2*, was enriched in state 2 and state 3 cells, showed nuclear location in germ cells/oocytes of perinatal ovaries (Figure 4d,e). 

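Id2 lies on chromosome 12 of GRCm38 from 25093799 to 25097140. Its mean was 80.5 TPM in cluster 1, 715 in cluster 2 and 675 in cluster 3, with a log2 ratio of 3.14 from cluster 1 to cluster 2 and -0.084 from cluster 2 to cluster 3. Along the order it was highest in bin 4 of 5, at 1147, and lower in the last, at 511. These are levels of the gene and not activities of its regulon.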

The regulatory network of *Id2* with its target genes was shown as Figure 4f in which we surprisingly found that most of these target genes are transcription factors. It not only included the identified regulons *Bhlhe41*, *Stat3*, *Hes1*, and *Egr1*, but also oocyte‐specific transcription factors, *Sohlh1* and *Figla*. 

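Stat3 had a mean of 38.3 TPM in cluster 1, 208 in cluster 2 and 198 in cluster 3. Egr1 had means of 12.7, 14.1 and 61.8. Links between regulators and targets were not computed here.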

The results suggest *Id2* may function in oocyte development through the regulations on target TFs. 

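Id1 had a mean TPM of 1621 in cluster 1, 3071 in cluster 2 and 859 in cluster 3, and Id3 of 519, 1256 and 510.4. The log2 ratio from cluster 1 to cluster 2 was 0.92 for Id1 and 1.27 for Id3. With clusters from the 2000 most variable genes these were -0.70 and 0.10. Between clusters 2 and 3 Id1 changed by -1.84 and Id3 by -1.30, and the latter was -0.31 when TPM was divided by the spike-in TPM.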

To be noted, the other two ID family members ID1 and ID3 were also enriched as DEGs between stage transitions. As validated by immunostaining on ovaries at different developmental stages (E17.5, P0.5, and P2.5) (Figure 4e), the three IDs underwent differential and dynamic expression changes during follicle formation. Recently, a study on single‐cell sequencing of human fetal germ cells (FGCs) also identified these three IDs, and associated them with the transition stage from mitosis to mitotic arrest in FGCs (Zhang et al., 2018). The dynamic expressions of three IDs imply their differential regulation on follicle formation. Furthermore, our result highlights the role of ID2 during the process.

**FIGURE 4:**
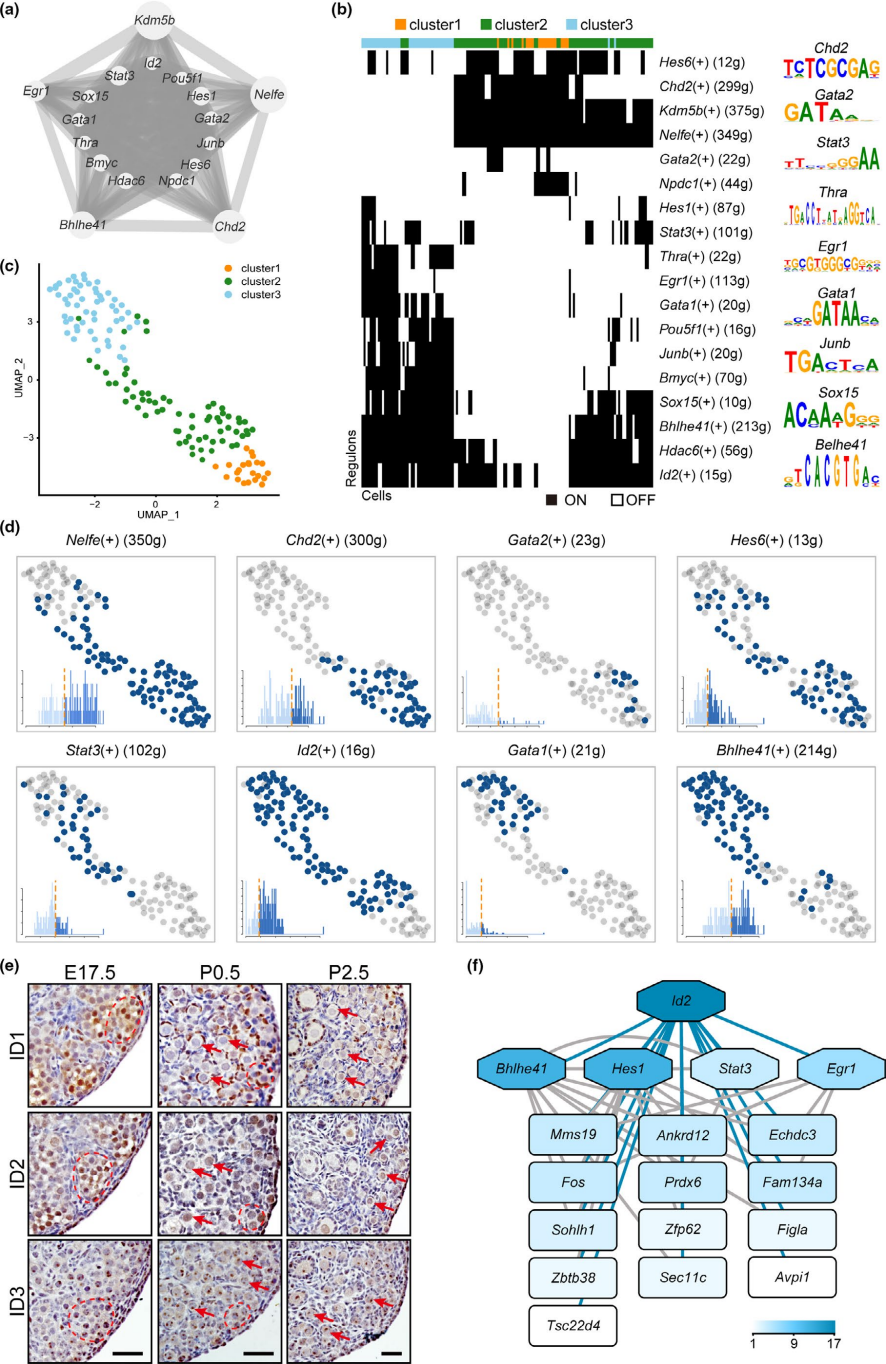
Analysis of transcriptional regulatory network. (a) Visualization of key regulons in regulatory networks. The node size indicates the number of target genes associated with corresponding transcription factor. The edge size indicates the weight of the connection. (b) Binary active heatmap (left) shows the activity of regulons in each cell. The color in black is active and in white is inactive. The number of target genes is given in parentheses next to each regulon. The enriched motif logos are shown in right. (c) Cell clustering based on regulon activity scores. (d) Binary active distribution of regulons. The states of regulons in each cell are indicated in dark blue (active) and gray (inactive). The histograms show the distribution of regulon active scores. (e) Dynamic expressions of ID1, ID2, and ID3 in ovaries at different developmental stages (E17.5, P0.5, and P2.5). Germ cell cysts are circled with red dashed lines and oocytes in follicles are labeled with red arrows. Bars = 50 µm. (f) Network of transcription factor and target genes in *Id2* regulons. The depth of the color represents the number of connections

### 2.5 Regulation of ID1 and ID2 in the assembly of primordial follicles

Inhibitors of DNA‐binding (ID) family members, including ID1, ID2, ID3, and ID4, belong to the helix‐loop‐helix (HLH) family of transcription factors and are key regulatory proteins in a wide range of developmental and cellular processes (Perk et al., 2005). Following detection of the dynamic and differential expression of three IDs (ID1, ID2, and ID3) in newborn ovaries, we next sought to determine their functions in the formation of primordial follicles. Similar to a previous study, our study showed that *Id3* KO female mice displayed normal follicular development, and the mice were fertile during a 6‐month breeding test (data not shown) (Pan et al., 1999). However, a delay of cyst breakdown and follicle formation was observed when P0.5 ovaries were incubated with *Id1* siRNA for 4 days (Figure 5a‐c). RT‐PCR results revealed a significant decrease in the oocyte development genes *Figla*, *Nobox*, *Lhx8*, and *Gdf9*. Other genes that showed dramatic changes are *Cd55* and *Sdc1*, the membrane‐related genes identified in the study, and *P16* and *P21*, the cyclin‐dependent kinase inhibitors regulated by IDs (Figure 5d) (Ling et al., 2014).

**FIGURE 5:**
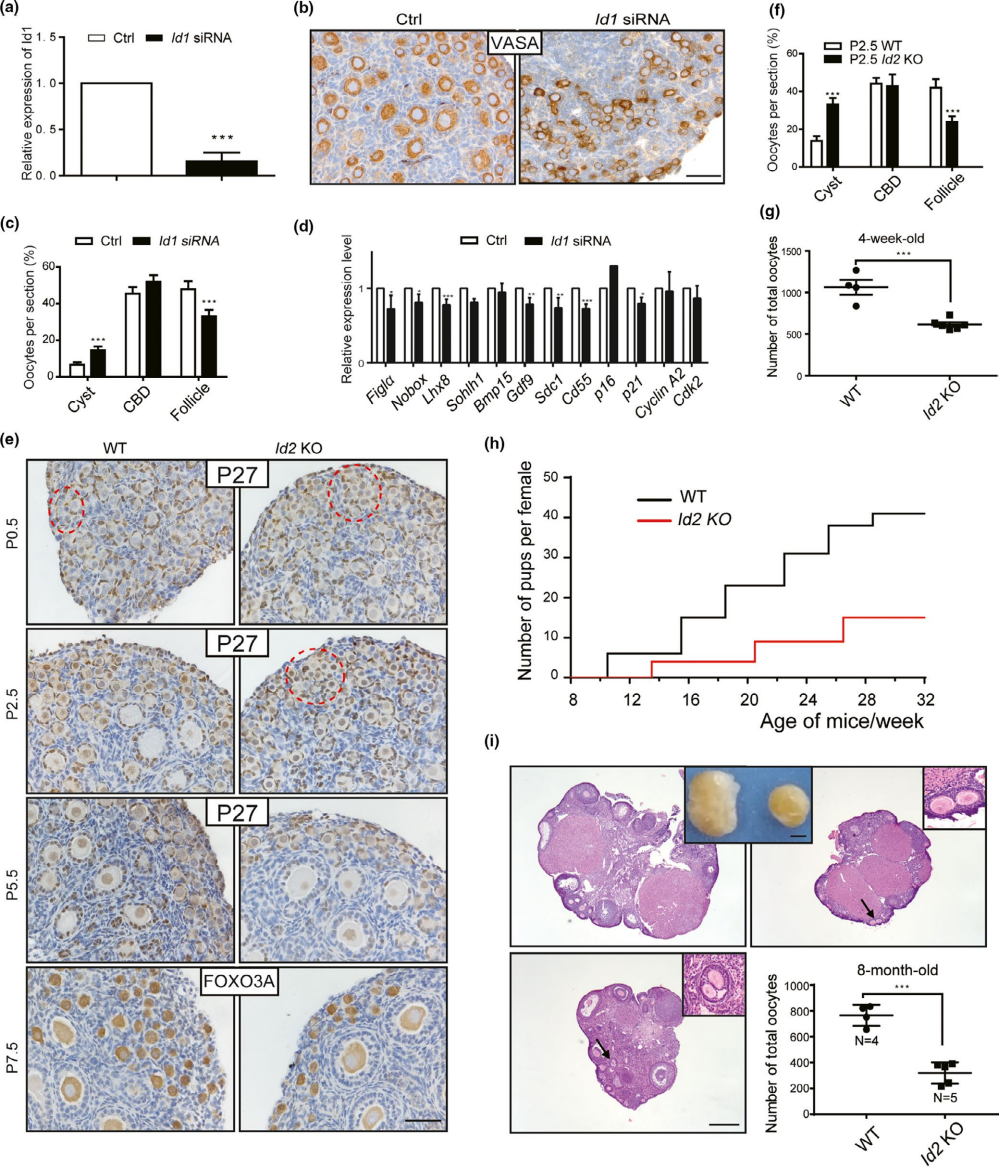
Effects of ID1 or ID2 on primordial follicle formation. (a) Efficiency analysis by RT‐qPCR after knockdown of *Id1*. (b and c) Inhibition of follicular formation by *Id1* siRNA treatment. (b) Oocytes were labeled with VASA staining; (c) Distribution of oocytes in germ cell cyst (Cyst), cyst breakdown (CBD), and follicle. (d) Effects of *Id1* knockdown on ovarian gene expressions. The levels of all tested mRNAs in the control group were set to 1. (e and f) Ovarian development in wildtype (WT) and *Id2* KO mice. (e) P27 and FOXO3A staining were used to label oocytes and follicles. (f) Distribution of oocytes in P2.5 WT and *Id2* KO ovaries. (g) Decreased total oocyte number in 4‐week‐old *Id2* KO ovaries. All bars = 20 µm. (h) Comparison of the cumulative numbers of pups per female in WT (black) and *Id2* KO mice (red). (i) Ovarian morphology, histology, and follicle counting of 8‐month‐old WT and *Id2* KO mice. Ovarian histology shown by H&E staining was collected from different *Id2* KO mice. Bars = 400 µm. All data were presented as mean ±SD of at least three repeats. *, *p* < 0.05; **, *p* < 0.01; ***, *p *< 0.001

It has been reported that *Id2* KO mice lacked lymph nodes and Peyer's patches, and adult female KO mice could deliver pups, but all pups died in 2 days because of lactation defects in mammary development (Miyoshi et al., 2002; Yokota et al., 1999). To evaluate the effect of *Id2* on early follicular development, ovaries at different developmental stages were collected from *Id2* KO mice. We used P27 staining to evaluate follicle assembly in neonatal ovaries and FOXO3A staining to distinguish primordial follicles from growing follicles after follicle formation (Rajareddy et al., 2007; Reddy et al., 2010). Compared with normal ovarian morphology in P0.5 KO ovaries, a delay in follicle formation was observed in P2.5 KO ovaries (Figure 5e,f. Following observations revealed continuous follicle formation at P5.5, with only a few germ cells left in cysts of KO ovaries (Figure 5e, P5.5). In P7.5 KO ovaries, although follicular activation and development were not affected, fewer primordial follicles were observed in the ovarian cortex (Figure 5e, P7.5). Follicle counts of ovaries from 4W KO mice further demonstrated a dramatic decline on total follicle numbers (Figure 5g). However, follicle distributions were not affected between the two groups. Adult female WT or KO mice (8W) were then mated with WT fertile males for 6 months, and KO mice exhibited subfertility with longer between‐labor intervals and decreased frequency of litters (Figure 5h). After mating trials ended, ovaries were immediately collected and significant decreases in ovarian size were found in KO mice (Figure 5i). Histology analysis demonstrated the existence of follicles at different developmental stages in both WT and KO ovaries except that multi‐oocyte follicles occasionally appeared in KO ovaries (Figure 5i, insets). Follicle counting result again revealed a critical reduction in total follicle number in KO mice (Figure 5i). The result suggests the sharp reduction in follicle numbers causes the subfertility phenotype.

To determine whether additive effects existed between ID1 and ID2 in follicle formation, we collected newborn (P0.5) ovaries from *Id2* KO mice and incubated them with or without *Id1* siRNA for 4 days. Compared with that in *Id2* KO mice, the addition of *Id1* siRNA further compromised the process of CBD, with more germ cells kept in cysts after the treatment (Figure 6a,b). However, when RT‐PCR was performed to check the expression of genes regulated by *Id1* siRNA, no synergistic effects were found (Figure 6c). Several *Id* genes have been shown to be activated by bone morphogenic proteins (BMPs) via SMADs in a variety of cell types (Perk et al., 2005). Because BMPR1B, the type I receptor for BMP4 and BMP7, was also identified as the DE gene in our single‐cell sequencing data, we subsequently treated newborn ovaries (P0.5) with its specific inhibitor LDN193189 for 4 days. 

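Bmpr1b lies on chromosome 3 of GRCm38 from 141837136 to 142169425. In the 146 sequenced cells its mean was 0.029 TPM in cluster 1, 0.651 in cluster 2 and 3.02 in cluster 3. TPM reached 0.1 in 1 of 20, 6 of 93 and 14 of 33 cells, which in cluster 3 is 42.4% (25.5 to 60.8%). From cluster 2 to cluster 3 the log2 ratio was 1.28. From cluster 1 to cluster 2 it was 0.68, but -0.12 with Ward clusters, -0.038 with clusters from the 2000 most variable genes and 0.090 as a difference of mean log2(TPM + 1).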

The inhibition of LDN193189 on follicle assembly was manifested by ovarian morphology and follicle counting results (Figure 6g,h). However, RT‐PCR result only showed significant decreases in *Id2* and *Id3* mRNAs (Figure 6d). Meanwhile, the inhibition of the PI3K/mTOR signaling pathway was also observed in LDN193189 treated ovaries (Figure 6e,f). Due to the critical role of the PI3K/mTOR signaling pathway in follicle formation (Zhang et al., 2017), we concluded that BMPs regulated *Id2* through the activation of the PI3K/mTOR signaling pathway. Taken together, both ID1 and ID2 are involved in the process of follicle formation but play a role in different regulatory mechanisms (Figure 6i).

**FIGURE 6:**
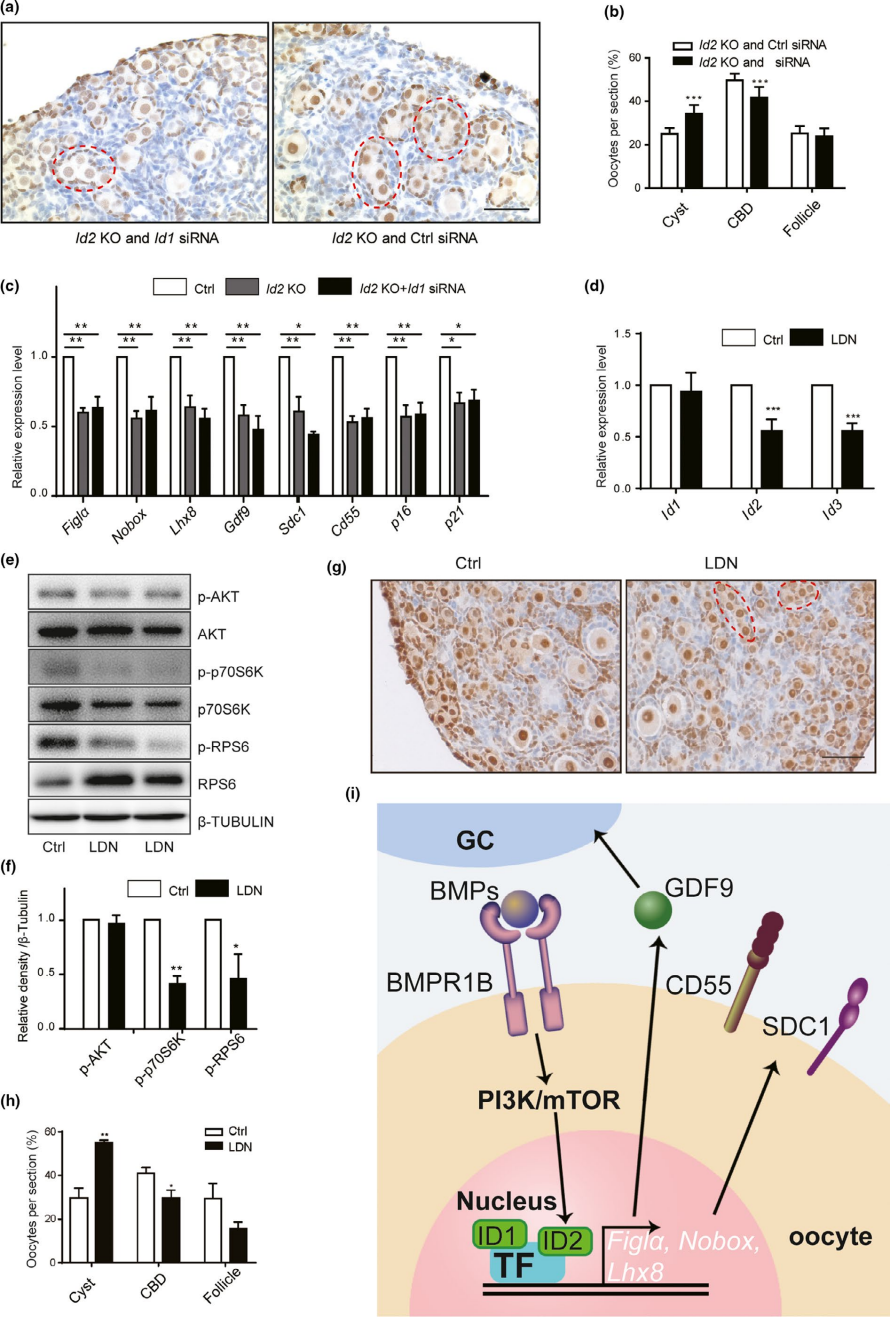
Differential regulation of *Id1* and *Id2* on follicle assembly. (a and b) Knockdown of *Id1* in *Id2* KO ovaries. (a) oocytes and follicles were labeled by P27 staining. (b) Distribution of oocytes in germ cell cyst (Cyst), cyst breakdown (CBD), and follicle. (c) Effects of *Id1* knockdown on expression of selected genes in *Id2* KO ovaries. (d) Blocking BMPR1B by its specific inhibitor LDN193189 reduced the expression of *Id2* and *Id3* but not *Id1*. (e and f) Western blotting (e) and densitometry quantification (f) showed the downregulation of PI3K/mTOR signaling pathway after LDN193189 treatment. (g and h) Inhibition of follicle assembly by LDN193189. G, P27 staining. (h) oocyte distributions. (i) The diagram of the roles of ID1 and ID2 in primordial follicle formation. BMP signaling functions through its membrane receptor BMPR1B and activates the PI3K/mTOR signaling pathway which results in the increased expression of *Id2* and its downstream‐regulated genes. ID1 also participates in the follicle assembly but in a BMP‐independent manner. Bars = 20 µm. All data were presented as mean ± SD of at least three repeats. The levels of all tested mRNAs in the control group were set to 1. *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001

## 3 DISCUSSION

The recent development of single‐cell sequencing methods has led to multiplexed sampling of cellular states within a tissue. In mammals, CBD and follicle formation is an important process to regulate oocyte numbers. During the process, not all of the oocytes within the cysts survive to form follicles, the fate of oocytes that are incorporated into primordial follicles is controlled by the oocyte (Sarraj & Drummond, 2012). Here, in contrast to previous studies of whole ovaries from different developmental stages, the uniform development of oocytes can be well reflected in the newborn ovary by single‐cell gene expression profiling. The significant decrease in meiosis‐ or spermatogenesis‐related genes and the dramatic increase in oocyte‐specific genes that are important for oocyte and embryonic development mark the transition from germ cells to functional oocytes. Our data also highlighted the complexity of transcriptional control and dissected variability in RNA splicing events during the process, and furthermore, depicted the regulatory networks in state transitions along the developmental timeline (Figure S5).

To establish, the structure of primordial follicles requires the mutual communication between oocytes and the surrounding somatic cells. The assembly of primordial follicles in mouse starts from medullar region and gradually extends to the cortical region with two kinds of primordial follicle formed: the first wave primordial follicles in medulla and the adult primordial follicles in cortex. The two kinds of primordial follicles are distinguished by the sequential expression of *Foxl2* (Forkhead box L2) in pregranulosa cells and have distinct developmental dynamics and play different roles in mammalian reproductive lifespan (Zheng et al., 2014). Despite the developmental difference in the two kinds of primordial follicles, in our study, the Monocle analysis only revealed uniform development of germ cells. The result suggests the concomitant control of somatic cells on follicle assembly and its determination on oocyte developmental fate once follicle formed. Notch signals have been well demonstrated as one of the most important signaling pathways connecting the two cell types during follicle formation. Conditional deletion of *Jag1* in germ cells and *Notch2* in granulosa cells both resulted in multi‐oocyte follicles due to incomplete germ cell cyst breakdown (Vanorny et al., 2014). In the study, *Jag1* was specifically enriched at the transition from state 2 to state 3. Moreover, SCINEC analysis identified components of Notch signaling pathway, *Bhlhe41*, *Hes1*, and *Hes6* as transcriptional regulons during the process. 

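Jag1, on chromosome 2 of GRCm38 from 137081456 to 137116644, had a mean of 1.51 TPM in cluster 1, 7.76 in cluster 2 and 35.1 in cluster 3. The log2 ratio was 1.80 from cluster 1 to cluster 2 and 2.04 from cluster 2 to cluster 3, so it rose in both comparisons.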

The result further revealed the transcriptional regulation of Notch signaling pathway in follicle assembly. Besides Notch signals, another important signaling pathway, KIT signaling pathway, has been demonstrated to promote germ cell cyst breakdown and determine oocyte numbers (Jones & Pepling, 2013). Different from *Jag1*, *Kit* was specifically enriched at the stage transition from state 1 to state 2. Thus, in accordance with previous studies, our study further revealed the sequential events that occur during follicle formation: KIT signals initiate cyst breakdown and determine the oocyte numbers, and Notch signals function subsequently to direct the assembly of primordial follicles through contacts between the two cell types.

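Kit, on chromosome 5 of GRCm38 from 75574916 to 75656722, was measured in cells clustered again without it. Its mean was 71.6 TPM in cluster 1, 184 in cluster 2 and 179 in cluster 3, with a log2 ratio of 1.35 and then -0.040, and the latter was 0.69 per spike-in.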

It is well accepted that oocytes are functionally immotile during primordial follicle formation, whereas pregranulosa cells are motile, allowing invasion under the direction of oocytes (Zhang et al., 2017). In addition to oocyte differentiation, the final size of the ovarian reserve is also determined by the proper differentiation and proliferation of ovarian supporting cells such as the recruited number of pregranulosa cells and speed of recruitment. Similar to oocytes of diverse species, mouse oocytes differentiate by receiving organelles from neighboring sister cyst germ cells, and this process is microtubule dependent (Lei & Spradling, 2016). Those germ cells that receive organelles from neighboring cyst cells, increase in size and build a Balbiani body to become oocytes finally, whereas nurse‐like germ cells die through apoptosis. The finding suggests the initiative oocyte selection by active organelle transfer between sister‐germ cells. 

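A list of 72 actin and microtubule genes, 71 of them with a mean of at least 1 TPM, had a median log2 ratio of 0.22 from cluster 1 to cluster 2, 0.18 from cluster 2 to cluster 3 and 0.49 from cluster 1 to cluster 3. The first lay at percentile 96.3 of matched random lists and the last above all of them, and none reached the 1.5-fold size. Between clusters 1 and 3, 47 of the 71 genes increased. With clusters from the 2000 most variable genes the median from cluster 2 to cluster 3 was -0.079. From cluster 1 to cluster 3 it was 0.71 in CPM and 1.10 per spike-in, or 0.82 above all genes under that scaling. Tmsb10 rose from 466 TPM in cluster 1 to 13991 in cluster 3 and Tuba1c from 2.80 to 484.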

Here, many genes related to the microtubule/actin cytoskeleton were upregulated along the pseudo‐timeline. Meanwhile, regulatory networks involved in secretion, exocytosis, generation of neurons etc. were also enriched with tide expression pattern along the pseudo‐timeline. Such gene expression patterns coincide with active cell migration and dramatic structure establishment during follicle assembly. Through analyzing the gene expression dynamics in single germ cells, our results could not only accurately reflect the interactions between germ cells but also reveal the oocyte‐somatic or oocyte‐ECM communications. Future study with two kinds of pregranulosa cells will be better in delineating the dialogues between germ and somatic cells.

In most female mammals, it has been well accepted that significant germ cell loss occurs prior to and during follicular assembly. Although the exact underlying mechanism remains unknown, it is well accepted that this takes place through apoptosis, one type of programmed cell death (PCD) mechanisms. The balance between BCL‐2 proteins, mainly BCL‐X and MCL‐1, and BAX is believed to determine the death or survival of germ cells (Sun et al., 2017). Additionally, the activation of a p63/p53‐ and PCNA‐dependent checkpoint also plays a major role in eliminating defective oocytes during CBD and follicle formation (Klinger et al., 2015). In this study, our single‐cell sequencing data revealed the uniform development of germ cells during follicle assembly. Surprisingly, we did not find a large number of “dying” oocytes as anticipated. 

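Of a list of 27 genes of the apoptosis machinery, 21 had a mean of at least 1 TPM. Their median log2 ratio was 0.30 from cluster 1 to cluster 2, at percentile 91.97 of matched random lists, and -0.084 from cluster 2 to cluster 3, at percentile 71.9. The latter had the opposite sign with Ward clusters (0.083), in CPM (0.19) and as a difference of mean log2(TPM + 1) (0.47). Bax had means of 371, 576 and 448 TPM, Mcl1 of 18.3, 35.9 and 33.6, and Bcl2l1 of 74.4, 55.8 and 40.8 in clusters 1, 2 and 3. The median share of reads on mitochondrial genes was 5.15% in cluster 1, 6.18% in cluster 2 and 7.72% in cluster 3.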

We reason this to the sequencing technique for surviving cells and all apoptotic/dead cells will be removed at the first steps of quality control during sequencing. Another reason is related with the asynchronous occurrence of apoptosis in oocytes during CBD and follicle formation. This could be manifested by the scattered and few TUNEL or BAX signals observed in perinatal ovaries (Greenfeld et al., 2007). However, our data enriched the development‐delayed germ cells (state 1) with significant decreased expression of oocyte survival genes, such as *Figla*, *Nobox*, *Sohlh1*, or *Lhx8*. 

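The mean levels of these genes were lower in cluster 1 than in cluster 2. A TPM of 0.1 lies near the floor, so the shares of cells that reach it do not by themselves show transcripts. With clusters made without the gene itself, Figla reached 0.1 TPM in 18 of 19 (94.7%, 73.97 to 99.9%) cells of cluster 1, Nobox in 16 of 19 (84.2%, 60.4 to 96.6%), Lhx8 in 15 of 17 (88.2%, 63.6 to 98.5%) and Sohlh1 in 10 of 16 (62.5%, 35.4 to 84.8%). In cluster 2 the lowest of the 4 shares was 98.9%. With every cell thinned to 500000 reads, a read remained in 84.2% of the cells of cluster 1 for Figla, 52.6% for Nobox, 70.6% for Lhx8 and 43.8% for Sohlh1. The median TPM in cluster 1 was 193 for Figla, 65.3 for Lhx8, 0.526 for Nobox and 0.24 for Sohlh1.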

According to the proposed theory, these cells that fail to form follicles will be deleted finally. 

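Tp63 is listed under its mouse symbol Trp63 and lies on chromosome 16 of GRCm38 from 25683763 to 25892102. Its mean was 7.78 TPM in cluster 1, 27.1 in cluster 2 and 49.9 in cluster 3. The log2 ratio was 1.68 from cluster 1 to cluster 2 (2.67 without 1 cell) and 0.86 from cluster 2 to cluster 3, which was -0.082 with clusters from the 2000 most variable genes. Gata1 had means of 0.453, 1.25 and 13.2, and without 1 cell of cluster 3 its log2 ratio over cluster 2 was 1.12 in place of 2.66.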

Our study also identified *Tp63* as the DE gene, and it was then found as the target gene of enriched transcription regulons *Gata1* or *Chd2*. As the only member of p53 family expressed in oocyte nucleus, p63, especially its isoform TAp63, starts to express in the diplotene stage beginning around E18.5 and its expression level keeps high in growing follicles during ovarian development. *p63* deletion has no obvious effect on primordial formation; however, its null mutation prevents radiation‐induced oocyte apoptosis (Livera et al., 2008). Although we still do not know the regulatory mechanism on TAp63 expression during the process, our result again revealed the surveillance of the p63 system on survival oocyte numbers through its regulation on apoptosis.

As the helix‐loop‐helix (HLH) family members, ID proteins harbor a HLH motif which mediate dimerization with other basic HLH proteins, primarily E protein transcriptional factors. However, because they do not possess the basic amino acids adjacent to the HLH motif necessary for DNA binding, the binding of ID proteins with E proteins normally inhibits their functions by preventing them from binding DNA or forming active homo‐ or heterodimers (Ling et al., 2014). Besides their redundant functions in sequestering the E proteins, the ID proteins have also been shown to interact with other proteins without the HLH motifs and function differentially in a variety of cell types (Perk et al., 2005). Loss of *Id1* and *Id3* during embryogenesis leads to premature neural differentiation and poor vascularization, whereas loss of *Id2* leads to an alteration of cell fate in mammary (Lyden et al., 1999; Miyoshi et al., 2002). In the study, the three ID family members, *Id1*, *Id2*, and *Id3* were all identified as DEGs in the newborn ovaries, but immunohistochemistry showed their distinct expression patterns in ovaries at different developmental stages. Following functional studies showed the regulations of ID1and ID2, but not ID3 on CBD and follicle assembly. Although synergistic effects on follicle formation were found in *Id2* KO ovaries treated with *Id1* siRNA, after newborn ovaries being treated with BMP inhibitor LDN193189, it only showed the reduction in *Id2* expression. The result suggests the differential regulation of *Id1* and *Id2* during primordial follicle formation. BMP members BMP4 and BMP7 have been reported to promote primordial to primary follicle transition and a BMP4 antibody dramatically reduces the number of primordial follicles in the rat (Lee et al., 2004; Nilsson & Skinner, 2003). Recently, one study showed stromal cell‐specific knockout *Senp1*, a small ubiquitin‐related modifier (SUMO)‐specific isopeptidase, attenuated follicle formation by markedly downregulated expression of BMP4 (Tan et al., 2017). Here, our study not only identified *Bmpr1b* as the DE gene and *Id2* as the key regulon in oocytes but also demonstrated the regulation of BMPs on ID2 through the PI3K/mTOR signaling pathway. From the phenotype of *Id2* KO mice, our study further delineates the functions of ID2 as the key transcription factor in follicle formation with the identification of its downstream effectors. Our result manifested the crucial role of BMP signaling pathway in primordial follicle formation. Meanwhile, we also for the first time demonstrated the differential regulations of ID proteins in oocytes during the process. Until now, we still do not know whether the redundancy exists for ID proteins during follicle formation. Future studies with multi‐genetic modified mouse models will be helpful to demonstrate their regulatory mechanisms in folliculogenesis.

Although multiple mechanisms have been described as causative factors in POI, in most cases, POI occurs because of the premature depletion of the primordial follicle pool (Rossetti et al., 2017). POI is highly heterogeneous, both in phenotype and etiology. As a complex multifactorial disease, genetic causes have been reported to link with 20%–25% of POI cases which is characterized by great genetic heterogeneity and may involve multiple genetic variants (Qin et al., 2015). To date, relatively few genes in human have been proven to cause POI by functional validation with animal models, including transcriptional regulators *Taf4b*, *Nobox*, *Figla*, and *Sohlh1*/*2* (Qin et al., 2015). A common phenotype of these mutant mice is the dramatic attrition of perinatal oocytes, resulting in POI with a much‐reduced ovarian reserve. In the study, when we tried to inspect the reported POI‐associated genes in our database, many genes were enriched as DEGs at stage transitions (20/69, 29%) (França & Mendonca, 2020). Due to the limitation of sample size, it is difficult to find specific novel genes that are implicated in the pathogenesis of POI by whole genome approaches. Additionally, for some candidates which knockout mice showed ovarian failure, no variants have been found in the corresponding human orthologous. Accordingly, our data will provide a good resource to screen POI candidate genes when combined with population‐based cohort studies. With the help of murine genetic models, the genetic basis of POI will be well delineated. It is important not only to understand ovarian physiology and pathology but also to provide genetic counseling and fertility guidance in the clinic.

In conclusion, during the process of cyst breakdown and follicle assembly, germ cells are orchestrated under tight transcriptional control toward the development of functional oocytes. In addition to the description of a set of TFs and their regulatory networks, our study further elucidated the important roles of ID1 and ID2 in primordial follicle formation and their different regulatory mechanisms. Further research will focus on finding key genes and their molecular mechanisms during follicle formation by using genetic animal models. This research will be helpful in delineating the genetic basis for primordial follicle reserve and in identifying the causative genes or genes responsible for POI.

## 4 EXPERIMENTAL PROCEDURES

### 4.1 Animal care and use

*Id2* ^flox/flox^ and *Id3* ^flox/flox^ transgenic mice were gifted from Prof. Yuan Zhuang at Duke University. *Vasa*‐Cre^/+^ mice were used to breed with *Id2* ^loxp/loxp^ or *Id3* ^flox/flox^ homozygotes to obtain *Vasa*‐Cre^/+^; *Id2* ^loxp/+^ or *Vasa*‐*Cre* ^/+^; *Id3* ^loxp/+^ female progeny, then the females were bred to *Id2* ^loxp/loxp^ or *Id3* ^loxp/loxp^ homozygous males to obtain *Id2* ^−/−^ or *Id3* ^−/−^conventional knockout mice (Zhang et al., 2014). All mice have a C57BL/6J genetic background. *Vasa*‐Cre mice were purchased from Model Animal Research Center of Nanjing University. Adult C57BL/6J female pregnant mice were obtained from Vital River Laboratories and housed in the animal facility at Nanjing Medical University. All animal protocols were approved by the Committee on the Ethics of Animal Experiments of Nanjing Medical University (IACUC1601220, 2101024). Mice were maintained under a 12/12‐hour dark‐light cycle at 22°C with free access to food and water.

### 4.2 Isolation of germ cells from newborn mouse ovaries

The newborn female pups were collected immediately after delivery and ovaries were harvested by carefully removing oviducts and ovarian bursa in calcium‐ and magnesium‐free Hanks balanced salt solution (HBSS). The ovaries were further digested in 500 µl HBSS supplemented with 0.25% trypsin, 1 mM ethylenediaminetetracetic acid (EDTA), and 0.01% DNase I and incubated at 37°C for 10 min with gentle agitation. To stop the digestion, 500 µl HBSS (plus 10% FBS) was added and the cell suspensions were centrifuged at 400 g for 5 min at 4°C. After aspirating the supernatant completely, the cells were resuspended in 500 µl HBSS. The dissociated single‐cell suspensions were transferred under the microscope (Nikon, SMZ1000), and single germ cell samples were picked up and transferred into the lysis buffer by mouth pipette.

The bioinformatics analysis protocols of the single‐cell sequencing data and other experimental procedures are detailed in Supplementary Experimental Procedures.

## CONFLICT OF INTEREST

The authors declare no conflict of interest.

## AUTHOR CONTRIBUTIONS

J.L., W.J.S, J.H.S., and Z.B.H. conceptualized the study. J.L. and Y.L.H. led the experimental design and development of the protocol with input from all authors. Q.Z.C. and J.C.D. provided bioinformatics analysis. Y.L.H., C.Z., X.D.W., J.Z.L., J.Z., Y.X., and X.W.D. performed the experiments. Y.Q.C. provided research tools and performed the experiments. W.J.S, J.L., Y.L.H., J.C.D., and Q.Z.C. designed the research and wrote the manuscript. J.H.S. and Z.B.H. corrected the manuscript. All authors analyzed and interpreted the data.

## Supporting information

Fig S1 Click here for additional data file.

Fig S2 Click here for additional data file.

Fig S3 Click here for additional data file.

Fig S4 Click here for additional data file.

Supplementary Material Click here for additional data file.

Supplementary Material Click here for additional data file.

## Data Availability

The raw single‐cell RNA sequencing data reported in this paper have been deposited in NCBI’s Gene Expression Omnibus (GEO) under the accession number GSE152407.

# Supplementary material for: Single‐cell RNA‐Seq reveals a highly coordinated transcriptional program in mouse germ cells during primordial follicle formation
**Source:** Aging Cell. 2021 Jun 26;20(7):e13424. doi: 10.1111/acel.13424
**Supplement:** Supplementary file 5 — Supplementary Material

**Supplementary Experimental Procedures**

**Single-cell RNA-seq library preparation and sequencing**

Single cells were taken out from -80℃ freezer, and thawed on ice, 1μl of 10μM oligo-dT primer, 1μl of 10 mM dNTP mix and 0.1μl of ERCC spike-in RNA (1:100,000 dilution, Life Technologies, 4456740) were added to the lysis buffer. cDNA synthesis and amplification were performed following the Smart-seq2 protocol. 

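Vasa is another name of Ddx4, and Foxl2 is the pregranulosa marker by which samples were removed. In the sequenced libraries Ddx4 reached 0.1 TPM in all but 1 of the 146 cells, with a median of 188 TPM. Foxl2 reached 0.1 TPM in 5 of 146 cells (3.42%, 95% confidence interval 1.12 to 7.81%), with a highest value of 16.9 TPM.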

After amplification, cDNA libraries were screened via quantitative PCR (1:10 dilution) for the expression of oocyte and pregranulosa cell marker genes (*Vasa*, *Foxl2*) and all *Foxl2* positive samples were removed from the sample pools. The left cDNA libraries were then checked on a Bioanalyzer instrument (Agilent) and the passed samples were finally chosen for sequencing. Sequence libraries were constructed by Annoroad Gene Technology Corporation (Beijing, China), and were sequenced by Illumina HiSeq 2500 for 125-bp paired-end sequencing with at least 20 million reads per single cell sample. 

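ERCC spike-ins are synthetic RNAs added in the same amount to each cell, so their share of the reads falls as the amount of cellular RNA rises, if the added amount is equal. The median share of reads on spike-ins was 0.343% in cluster 1, 0.417% in cluster 2 and 0.279% in cluster 3. As a share of TPM, which corrects for the length of the transcripts, it was 1.03%, 1.22% and 0.674%. After each cell was thinned to 500000 reads, the median number of genes with at least 1 read was 9388 in cluster 1, 8901 in cluster 2 and 10606 in cluster 3, and without thinning 12496, 12207 and 14506.

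**Figure D5:**
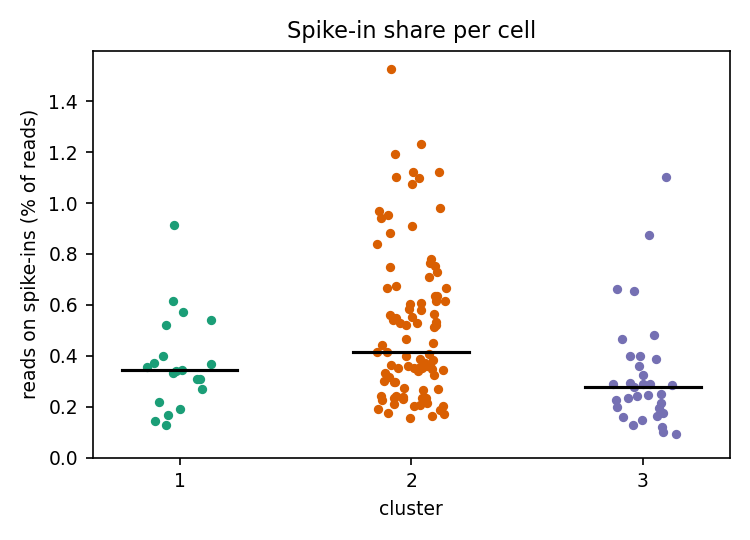
Each point is 1 cell, with the percentage of its reads on spike-ins on the vertical axis and its rebuilt cluster on the horizontal axis, and the line is the median. The medians are 0.343%, 0.417% and 0.279%, and the points of the 3 clusters overlap.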

During analysis, sequencing reads mapping to ERCC ‘spike-ins’ were used for estimation of technical ‘noise’ levels and for ‘calling’ of significantly highly variable genes by a published method (Brennecke et al.).

**Processing and quality control of single-cell RNA-seq raw data**

The quality control of all the single cell RNA-seq data was first checked by FastQC (v0.11.8) (Brown et al., 2017){Brown, 2017 #3}. We added the sequence of spike-in to the reference genome sequence (mm10) as the final reference genome sequence. The reads were mapped to the final reference genome sequence and quantified using Salmon (v0.10.0) (Patro et al., 2017) with seqBias parameter. Then, we used the Seurat (v3.1.2) (Satija et al., 2015) R package to perform calculation of the number of unique genes detected in each cell (nFeature_RNA), the total number of molecules detected within a cell (nCount_RNA), and the percentage of reads that map to the mitochondrial genome and ERCC spike-in (percent.mt, percent.ercc). 

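The supplement gives percent.mt and percent.ercc as percentages of reads, while nCount_RNA is the total per cell of the matrix given to Seurat, which may have held reads or TPM. With the total taken as the TPM of coding genes, mitochondrial genes and spike-ins, and both percentages as parts of that total, the limits removed 5 cells. Of these, 4 had over 35% of that total on mitochondrial genes (between 36.4% and 41.99%), and 1 of those 4 also had 4.89% of it on spike-ins. The other had a total of 452741, below the limit of 500000. In reads, the same 5 cells had between 2.16% and 25.8% on mitochondrial genes.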

Only the cells with nCount_RNA >500,000, percent.mt <35 and percent.ercc <4 were retained. Coding genes were quality-filtered by TPM (transcripts per million) greater than 0.1 in more than 10 cells. After filtering, 142 cells out of 146 cells with 12,103 coding genes were used for downstream analysis.

**Identification of cell types, cell trajectory and differential expressed genes (DEGs)**

The Seurat R package was used for this part of analysis. First, the TPM matrix of filtered cells and genes was constructed as the input for Seurat. To normalize the matrix, we applied function NormalizeData in Seurat with default parameters. Next, we scaled the data of all genes and selected 20 prior marker genes as the features to perform Principal Components Analysis (PCA). Then the JackStraw and RunUMAP analysis were used to evaluate principal components and reduced the dimensions, respectively. Finally, three clusters were identified with 21 cells in cluster 1, 78 cells in cluster 2, and 43 cells in cluster 3.

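The paper's 3 clusters of 21, 78 and 43 cells were compared with clusters rebuilt under other choices for the steps it leaves open. With 5 components the rebuilt clusters held 22, 82 and 42 cells, with 19 components 18, 96 and 32, and with Ward clustering 23, 82 and 41. With 10 neighbours they held 20, 83 and 43 cells, and with 30 neighbours 18, 93 and 35. From CPM, here scaled within each cell, they held 19, 96 and 31. The sizes moved most with the 2000 most variable genes in place of the feature genes, to 65, 38 and 43, where 89 of 146 cells kept the number of their cluster. Without the 5 cells that the TPM reading of the limits removes, a choice made after the data were seen, the clusters held 19, 88 and 34 cells.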

The DEGs between any two clusters were identified by function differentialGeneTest in Monocle2 package (v2.12.0) (Trapnell et al., 2014) with q-value < 0.001. Ultimately, there were 212 DEGs between cluster 1 and cluster 2, 925 DEGs between cluster 2 and cluster 3, and 1,174 DEGs between cluster 1 and cluster 3. GO analysis of DEGs was executed by Toppgene with p-value < 0.05.

Monocle2 (v2.12.0) (Trapnell et al., 2014) was also used to analyze pseudotime of single cells and ordered cells along a trajectory. The input of Monocle2 was the TPM matrix and the cells were annotated with the cluster numbers identified by Seurat. Next we estimated size factors and dispersions of our data. Pseudotime-dependent genes were identified with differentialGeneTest function in Monocle 2 with p-value < 0.05. Pseudotime dependent genes were divided into four expression patterns and Gene Ontology (GO) analysis of each patterns was executed by Toppgene (Chen et al., 2009) with p-value < 0.05. Then we reduced the data to two dimensions by DDRTree algorithm. The cells were ordered along the trajectory with reverse parameter that assigned the beginning.

**Transcriptional regulatory network analysis**

To identify the potential key transcriptional regulators in follicle formation, we used pySCENIC (v0.10.) (Aibar et al., 2017) to explore the potential transcriptional regulators. The 1,156 DEGs among three clusters with TPM matrix were taken as input. Based on the matrix, we constructed a co-expression modules between TF and potential target genes filtered by importance > 0.001. In each module, the potential targets which motif enrichment was significant to corresponding TF were regard as direct target genes. TF and all its direct target genes were defined as a regulon. We got 18 positive regulons after filtering through number of direct targets more than 10. All regulons were eventually scored by the active value using 20% of the ranked genes. We again identified and clustered cell clusters using active matrix of regulons as input by Seurat. Cells of each regulons were judged to be active according to the threshold determined by the distribution.

**Real-time PCR and high-throughput on-chip quantitative real-time PCR analyses**

Ovaries were collected at E17.5, P0.5, P2.5 and P5.5 and total RNA was isolated by RNAprep Pure Micro Kit (DP420, TIANGEN, Beijing, China) according to the manufacturer’s instruction. After reverse-transcription, Eva Green-based qPCR was performed using SsoFast EvaGreen Supermix With Low ROX (Bio-Rad Laboratories, PN 172-5211) on an ABI StepOnePlus platform (Thermo Fisher Scientific, Waltham, USA). The ΔΔCt method was used to quantify various mRNAs with the actin amplification signal as the internal control. The specificity of the PCR products was assessed by melting curve analyses and amplicon size was determined by electrophoresis in 2% Agarose gels.

For high-throughput qPCR profiling, a total of 18 oocytes samples with each sample containing 30 oocytes were collected from E17.5 (6 samples), P0.5 (6 samples) and P2.5 (6 samples) ovaries respectively by the method mentioned above. The cDNA synthesis and amplification were performed in the same way as it was performed for RNA-seq according to the Smart-seq2 protocol. And gene expression levels for the 48 selected genes in oocyte samples were measured with qPCR on a 48.48 Dynamic Array IFC using the Fluidigm Biomark HD system. We used a conservative Ct of 30 as LOD. Gene expression was defined on a log2 scale as: log2 expression=LOD-Ct, as described in the Fluidigm manual (PN 100-5066 E3). The raw data of the qPCR were in Supplementary Tables S3. All Primer sequences in both qPCR analyses were listed in Supplementary Table S6.

**RNA fluorescent in situ hybridization**

Ovaries at E17.5, P0.5 and P5.5 were collected and fixed in 4% paraformaldehyde at 4°C for at least 8 h. Following with consecutive dehydration in 10% sucrose and 30% sucrose, the tissues were embedded in OCT cryopreservation solution (NEG 50, Thermo Fisher Scientific) for frozen sections. For prob preparation, total RNAs from newborn ovaries (P0.5) were isolated for cDNA syntheses. After PCR with specific primers, the amplified fragments were cloned into the pGEM-T vector for the synthesis of antisense and sense probes from T7 or SP6 [promoter](https://www.sciencedirect.com/topics/biochemistry-genetics-and-molecular-biology/promoter-genetics) by using the fluorescein RNA Labelling Kit (Roche, Cat# 11685619910). All primers for probe preparation were listed in Supplementary Table S9. Fluorescent RNA in situ hybridization (FISH) was performed according to the method described previously (Ishii et al., 2004). After washing and blocking, the hybridized sections were incubated with anti-fluorescein-POD (Roche, Cat# 11426346910) at RT for 1 h. The sections were then sequentially incubated with TSA-488/594 (Thermo Fisher Scientific, Cat# [B40953](https://www.thermofisher.com/order/catalog/product/B40953)/ [B40957](https://www.thermofisher.com/order/catalog/product/B40957)) for 10 min. Nucleus was stained with DAPI and slides were mounted with the Gold anti-fade reagent (Molecular Probes).

**Immunohistochemistry**

Newborn ovaries (P0.5) were fixed in 10% buffered formalin for paraffin embedding and sectioning. After deparaffinization and rehydration, endogenous peroxidase activity was blocked by incubation in 3% hydrogen peroxide in methanol for 20 min. Antigen retrieval pretreatment was carried out by boiling the sections in 0.01M citrate buffer, PH6.0 for 10min. Immunohistochemistry analyses were performed using a SPlink Detection Kits (Zhong Shan Jin Qiao) with specific antibodies overnight at 4°C. Negative controls were performed by incubation with non-immune IgGs.

**Immunoblotting**

Ovarian proteins were extracted by RIPA lysis buffer (Beyotime Institute of Biotechnology) with protease inhibitor cocktails (Amresco). Protein concentrations were measured by a BCA assay (Thermo Fisher Scientific). After separation by electrophoresis on a 10% SDS-PAGE gel, proteins were electronically transferred to polyvinylidene fluoride membranes (PVDF) (IPVH00010, Millipore). Membranes were blocked in 5% skimmed milk-TBST (TBS containing 0.1% Tween 20) for 30min and incubated overnight at 4°C with primary antibodies. After rinsing thoroughly with TBST (ZSGB-BIO, Beijing, China), the membranes were incubated for 1 h at room temperature with the appropriate secondary antibodies (ZSGB-BIO, Beijing, China). Finally, the membranes were visualized using the Super Signal chemiluminescent detection system (34080, Thermo).

**Immunofluorescence**

Frozen ovarian sections were washed in PBST (PBS containing 0.05% Triton X-100, pH 7.4) for 3 times. Then, after blocking with 5% bovine serum albumin (BSA, Sigma) for 30 min, slides were incubated with primary antibodies in 1% BSA at 4 °C overnight. After washing with PBST, the sample was incubated with Alexa Flour 488 or Alexa Flour 594-conjugated appropriate secondary antibodies diluted with PBS at RT for 1 h. Next, the slides were washed in PBS, and nuclei were stained with 0.01mg/ml Hoechst 33342 (H1399, Invitrogen) for 20min. Images were taken under a laser scanning confocal microscope (LSM 700, Zeiss, German).

**Oocyte and Follicle Counting**

To assess follicular formation in *Id2* knockout mice, P2.5 ovaries were collected for paraffin embedded-sections. We use P27 staining to differentiate germ cells during follicle assembly: germ cells negative for P27 staining and without surrounding of P27 positive somatic cells are germ cells in cyst; germ cells negative for P27 staining but with surrounding of several P27 positive somatic cells are germ cells undergoing CBD and germ cells with P27 positive staining in nuclei are oocytes in primordial follicles (Rajareddy et al., 2007). Germ cells at different developmental states were then counted as previously reported (Zhang et al., 2017). Briefly, two serial sections from the largest cross-section through the center of each ovary were chosen for follicle/oocyte counts, and the average was used as the follicle/oocyte number of one ovary. Follicle counting on adult ovaries (4 W and 8 M) was performed on serial sections (5 µm) after H&E staining. Follicles at different developmental stages were counted every fifth section according to the fractionator and nucleator principles(Sun et al., 2015). All follicle counts were repeated in the ovaries from at least three independent experiments (n=5-6 ovaries/group).

**Statistical Analysis**

All measurements were performed independently at least in triplicate. For real-time RT-PCR and follicle counting, the data were expressed as mean + SD and one-way ANOVA were used to evaluate differences between groups. A value of *P*<0.05 or *P*<0.01 was considered to be statistically significant.

**Antibodies**

All antibodies used in this study were listed in Supplementary Tables S7.

**Reference**

Aibar, S., González-Blas, C.B., Moerman, T., Huynh-Thu, V.A., Imrichova, H., Hulselmans, G., Rambow, F., Marine, J.-C., Geurts, P., Aerts, J.*, et al.* (2017). SCENIC: single-cell regulatory network inference and clustering. Nature methods *14*, 1083-1086.

Brennecke, P., Anders, S., Kim, J.K., Kolodziejczyk, A.A., Zhang, X., Proserpio, V., Baying, B., Benes, V., Teichmann, S.A., Marioni, J.C.*, et al.* (2013). Accounting for technical noise in single-cell RNA-seq experiments. Nature methods *10*, 1093-1095.

Brown, J., Pirrung, M., McCue, L.A., and Wren, J. (2017). FQC Dashboard: integrates FastQC results into a web-based, interactive, and extensible FASTQ quality control tool. Bioinformatics *33*, 3137-3139.

Chen, J., Bardes, E.E., Aronow, B.J., and Jegga, A.G. (2009). ToppGene Suite for gene list enrichment analysis and candidate gene prioritization. Nucleic Acids Research *37*, W305-W311.

Ishii, T., Omura, M., and Mombaerts, P. (2004). Protocols for two- and three-color fluorescent RNA in situ hybridization of the main and accessory olfactory epithelia in mouse. J Neurocytol *33*, 657-669.

Patro, R., Duggal, G., Love, M.I., Irizarry, R.A., and Kingsford, C. (2017). Salmon provides fast and bias-aware quantification of transcript expression. Nature methods *14*, 417-419.

Rajareddy, S., Reddy, P., Du, C., Liu, L., Jagarlamudi, K., Tang, W., Shen, Y., Berthet, C., Peng, S.L., Kaldis, P.*, et al.* (2007). p27kip1 (cyclin-dependent kinase inhibitor 1B) controls ovarian development by suppressing follicle endowment and activation and promoting follicle atresia in mice. Mol Endocrinol *21*, 2189-2202.

Satija, R., Farrell, J.A., Gennert, D., Schier, A.F., and Regev, A. (2015). Spatial reconstruction of single-cell gene expression data. Nat Biotechnol *33*, 495-502.

Sun, X., Su, Y., He, Y., Zhang, J., Liu, W., Zhang, H., Hou, Z., Liu, J., and Li, J. (2015). New strategy for in vitro activation of primordial follicles with mTOR and PI3K stimulators. Cell cycle (Georgetown, Tex) *14*, 721-731.

Trapnell, C., Cacchiarelli, D., Grimsby, J., Pokharel, P., Li, S., Morse, M., Lennon, N.J., Livak, K.J., Mikkelsen, T.S., and Rinn, J.L. (2014). The dynamics and regulators of cell fate decisions are revealed by pseudotemporal ordering of single cells. Nat Biotechnol *32*, 381-386.

Zhang, J., Liu, W., Sun, X., Kong, F., Zhu, Y., Lei, Y., Su, Y., Su, Y., and Li, J. (2017). Inhibition of mTOR Signaling Pathway Delays Follicle Formation in Mice. J Cell Physiol *232*, 585-595.

# Supplementary material for: Single‐cell RNA‐Seq reveals a highly coordinated transcriptional program in mouse germ cells during primordial follicle formation
**Source:** Aging Cell. 2021 Jun 26;20(7):e13424. doi: 10.1111/acel.13424
**Supplement:** Supplementary file 6 — Supplementary Material

**Supplementary Figures and Figure Legend**

**Figure S1.** Quality control and gene expressions in clusters. **(A)** Violin plots of the number of unique genes detected in each cell (nFeature_RNA), the total number of molecules detected within a cell (nCount_RNA), and the percentage of reads that map to the mitochondrial genome and ERCC spike-in (percent.mt, percent.ercc). **(B)** Distributions of feature genes in clusters. The feature genes refer to genes selected to perform PCA analysis during cell clustering. **(C)** Identified DEGs with specific distributions in three clusters. **(D)** Volcano Plots of DEGs in three states.

**Figure S2**. Expressions of representative DEGs in ovaries at different developmental stages. Ovaries were collected at E17.5, P0.5, P2.5 and P5.5, respectively. **(A)** RT-PCR of representative DEGs. The expression of all tested mRNAs was normalized to the E17.5 samples. **(B)** Western Blot of representative DEGs. Ovaries were collected at E17.5, P0.5 and P2.5, respectively. β-TUBULIN was used as the internal control. All data were presented as mean ± SD of at least three repeats.

**Figure S3.** Marker gene expression trends along the pseudotime line. **(A)** Expressions of selected marker genes along the pseudo-time line.

**Figure S4.** Analysis based on the regulon active score and GO of regulons. **(A)** The Venn diagram shows the overlap between cell clusters based on gene expression and regulon active scores. **(B)** Binary active distribution of regulons. The histograms show the distribution of regulon active scores. **(C)** The Venn diagram showing the overlap between *Chd2* and *Nelfe* regulons. **(D)** GO terms in overlapped target genes between *Chd2* and *Nelfe* regulons together with the enrichment significance scores. **(E)** GO terms in *Bhlhe41* regulons together with the enrichment significance scores.

**Figure S5.** The diagram of dynamic gene expression and regulation during follicle assembly. The uniform developmental trace of single cells along the pseudo-timeline demonstrates the transition from germ cells to a functional oocyte. STI, stage transition I, from cyst to cyst breakdown (CBD) stage; STII, stage transition II, from cyst to follicle stage. The stage transitions are accompanied with dynamic gene expressions and under the transcriptional regulations. The boxes under STI and STII show the stage-specific transcriptional regulons. The trends of pseudo-dependent genes along the developmental trajectory are plotted with representative GO terms and marker genes.

**Supplementary Table Legend**

**Table S1.** The mapping ratio and cluster based on gene expression of cells.

**Table S2.** DEGs identified between two cluster and GO terms enrichment analysis of DEGs.

**Table S3.** High-throughput real-time PCR by low cells

**Table S4.** Pseudotime-dependent genes and GO of pseudotime-dependent genes.

**Table S5.** Transcription factors with corresponding target genes; Cells cluster based on regulon active scores; GO terms enrichment analysis of *Bhlhe41* regulons; GO terms enrichment analysis of overlap genes between *Nelfe* and *Chd2* regulons.

**Table S6.** Primers sequence.

**Table S7.** Antibodies

How the deposited data were processed for this re-analysis (not part of the article)

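RNA from 146 single germ cells of P0.5 mouse ovaries was sequenced by Smart-seq2 with ERCC spike-ins, 1 library per cell. The authors quantified the reads with Salmon, with its correction for sequence bias, against mm10 with the spike-in sequences added, and deposited TPM and estimated counts of reads per gene symbol for each cell. The deposited TPM of a cell share 1 total over all genes, with mitochondrial genes and spike-ins included. The estimated count of a gene, which the authors left without normalization, need not be a whole number. The labels name no animal, litter or plate, so all cells are 1 sample, and no test, standard error or count of changed genes was made from cells. The precision of a mean cannot be given without animals.

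Symbols were matched to GENCODE M21 and RefSeq to find coding genes, and 24295 symbols without a match, with a mean of 11.7% of the TPM of a cell, were left out of counts of coding genes. The quality limits of the paper (nCount_RNA over 500000, percent.mt under 35, percent.ercc under 4) were applied to the estimated counts, and all 146 cells were kept. Between 1408459 and 26855273 reads per cell were assigned to genes. Clusters were rebuilt in Seurat 5.3.0 (R 4.3.3) from TPM by NormalizeData, ScaleData and principal components of the 20 feature genes, with 10 components, 20 neighbours and the lowest resolution from 0.1 in steps of 0.05 that gave 3 clusters. Each feature gene was measured in clusters and in an order of cells made without it. Clusters are referred to by number.

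Mean TPM per cluster, log2 ratios with a pseudocount of 1, shares of cells with at least 0.1 TPM with exact (Clopper-Pearson) 95% intervals, and Spearman's rho across cells without a p-value were computed in Python 3.11.15 with pandas 2.3.3, NumPy 2.4.6 and SciPy 1.17.1. Diffusion pseudotime was computed with scanpy 1.11.5. Gene sets for meiosis, oocyte genes, oxidative phosphorylation, cytoskeleton and apoptosis, and markers of germ, pregranulosa, stroma and blood or endothelial cells, were listed before any value was computed. A set's median was placed among 10000 random lists of the same size, matched in 20 bins of mean expression. Genes per cell were compared after drawing 500000 reads from each cell without replacement, which every cell could give. Intervals cover counting error only.

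The genes named are those of the paper's text and of its Figures 1d, 1e, 1h, 2, 3c and 4b, given in full where a sentence is about them and otherwise as counts, and the 5 genes with the largest ratio in each direction between adjacent clusters. Genes outside that rule are Meioc and H2-Ab1, which entered without 1 library, the listed markers of germ, pregranulosa, stroma and blood or endothelial cells, and other genes that the closing section names for a test described there, such as Eef1a1, satellite-like Gm genes and genes of the sex chromosomes. Ratios were also computed with each cell left out in turn.

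The calculations were tested on simulated data. In counts drawn for 11972 genes with 200 genes changed between clusters 1 and 3, 100% of the changed genes had the right sign and the median error of their log2 ratio was 0.30. A list of 40 raised genes lay at percentile 100 of random lists, and of 200 unchanged lists 5% lay outside the central 95% of random lists. In 146 simulated cells with 14115 genes and 3 known groups, the clustering placed 99.3% of the cells in their group. The simulated groups were of nearly equal size, and every feature gene rose or fell several-fold at each step between them. The rebuilt clusters are of unequal size and overlap, so this share checks the calculation and does not give their accuracy.

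Alternatives set before the data were examined were other readings of the quality limits, other detection rules, other numbers of components and neighbours, and Ward clusters. Read counts in place of TPM (CPM), the 2000 most variable genes in place of the feature genes, and means of log2 values were also set then. So were division by spike-in TPM, a pseudocount of 0.1, no filter on low genes, other orders of cells and other bins. For ratios, CPM were counts summed over the cells of a cluster and divided by the cluster's total, so deeper cells weighed more. For clustering, counts were scaled to the same total in each cell. Clustering without the cells that fail the TPM reading, and leaving out 1 library with almost no germ cell RNA, were added after the data were seen. Monocle, pySCENIC and GO enrichment were not run, so pseudotime genes, regulons, enriched terms and numbers of differentially expressed genes are not analysed here. The quantitative PCR, staining, knockout and inhibitor experiments are not part of these libraries.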

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

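The comparison of ribosomal protein genes and the count of somatic markers in the library with little germ cell RNA were chosen only after the result was seen, and the test on olfactory receptor genes was chosen after that library had been noticed but before its value was computed.

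Haemoglobin transcripts, which the paper does not discuss, were present in many of the picked germ cells. Hbb-bs reached 100 TPM in 41 of 146 cells, with a median of 8.82 TPM over all cells and a highest value of 88606. The 4 adult globin genes took 32.5% of the TPM in the cell with the highest share, and over 1% in 11 cells. A change with germ cell development was argued against, since Hbb-bs had a Spearman rho of -0.0836 with the order of the cells, and the cells with 100 TPM were 25% of cluster 1, 29.03% of cluster 2 and 27.3% of cluster 3. RNA from blood cells is a candidate explanation. Alas2, a gene of red blood cells outside the globins, rose with Hbb-bs across cells (rho 0.393), as did Hba-a1 (rho 0.857). The cell with most Hbb-bs also had 457 TPM of Alas2, with 199 TPM of Ddx4 and 579.8 of Dazl, so germ cell RNA was present beside it. Whether the RNA came from attached cells or from RNA free in the cell suspension was not tested. Globins take up part of the TPM total in these cells and lower all other genes in proportion.

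In 1 library of cluster 1, Ddx4 was listed at 0 and Dazl at 0.221 TPM, while the lowest values in the other cells were 7.49 and 93.3. In the same library the predicted gene Gm10800 and 8 others like it summed to 117014 TPM, against 2394 in the next cell and a median of 37.1. It was also the shallowest library, and 34.7% of its reads lay on symbols without a match, against a median of 7.57%. A somatic cell in place of a germ cell was weighed first. In its favour, 5 of 25 pregranulosa and stroma markers had at least 10 TPM, where the median cell had 0, with Col1a2 at 222 and Kitl at 82.4, but 2 other cells had at least as many. A somatic cell with well-captured RNA is argued against, since the 82 ribosomal protein genes, which cells of every type use, had a median of 0 TPM here. That median was 452 in the median cell and 18.8 in the next lowest, and Eef1a1 had 2.51 TPM in this library against a median of 2887. A somatic cell with poorly captured RNA would also give low values, so it stays open. Reads from genomic DNA in a library with little RNA are a candidate explanation. Its share of reads on spike-ins, 0.128%, was the lowest in cluster 1, where little RNA would raise that share if reads came from RNA alone. Of 1417 olfactory receptor genes (Olfr), 498 had at least 1 read in this library, more than in any other cell, where the highest number was 393 and the median 230.5. No biological explanation was tested, since the design gives no condition that differs between cells. The library passed the limits on reads, and without it the 59 ratios of at least 1.5-fold among the 74 of 37 named genes kept that size, while the ratios of the Gm genes among the largest decreases moved (Gm10800 to 0.75, Gm10801 to 0.63, Gm10719 to 0.55 and Gm10717 to -0.94 from cluster 1 to cluster 2).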

How the results depend on the processing

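The alternatives without the cells that fail the TPM reading of the quality limits and without the library with little germ cell RNA were chosen only after the data were seen. A log2 value counts as moved when it changes by at least 0.58 and a number when it changes by more than 1.5 times. A called ratio of at least 0.58, or a rho of at least 0.2, counts as reversed when its sign changes. No paired analysis was possible because the labels give the cells no animal or replicate number.

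Of 74 ratios between adjacent clusters for 37 named genes, 59 were at least 1.5-fold. All 59 stayed so with a pseudocount of 0.1 and without the library with little germ cell RNA, 58 without the cells that fail the TPM reading, 57 with Ward clusters, 57 in CPM, 52 per spike-in, 51 as differences of mean log2(TPM + 1) and 50 with clusters from the 2000 most variable genes. The size of the 74 ratios was less stable, and without a reversal 41 of them moved as differences of mean log2(TPM + 1), 34 per spike-in, 32 with clusters from the 2000 most variable genes, 11 in CPM, 8 with Ward clusters, 7 with a pseudocount of 0.1, 3 without the cells that fail the TPM reading and 1 without the library with little germ cell RNA. Reversals came on top of these. Divided by spike-in TPM, the ratio of cluster 3 over cluster 2 reversed to 0.18 for Sdc1, 0.10 for Nelfe, 0.13 for Chd2 and 0.31 for Hes6, where the scaling itself raised the median of all genes from -0.21 to 0.57. With clusters from the 2000 most variable genes, the ratio of cluster 2 over cluster 1 reversed to 0.021 for Chd2, -0.70 for Id1 and -0.038 for Bmpr1b, and that of cluster 3 over cluster 2 to -0.082 for Trp63. With Ward clusters, Bmpr1b reversed to -0.12. The cause was not tested.

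Under the first component of variable genes, rho moved for 16 of 36 genes, and it reversed to -0.114 for Figla and -0.0348 for Nobox, and the cause was not tested. Under diffusion pseudotime, none of 36 genes moved or reversed. Of the 36, 11 were highest in the last of 5 bins, 13 in the last of 3 bins, 11 in the last of 5 bins under diffusion pseudotime and 10 under the first component of variable genes, which are not all the same genes.

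The number of cells passing the limits stayed within 1.5 times under both other readings. The number of genes detected moved to 22734 with genes other than coding ones, which the wider list itself explains, and stayed within 1.5 times under the other rules. Cluster sizes moved to 65 cells in cluster 1 and 38 in cluster 2 with the 2000 most variable genes, of which the cause was not tested, and stayed within 1.5 times under the other choices tried. The median share of spike-ins moved to 1.03%, 1.22% and 0.674% in clusters 1, 2 and 3 as a share of TPM, which divides reads by transcript length, and cluster 3 stayed lowest. Genes per cell stayed within 1.5 times without thinning and with at least 1 TPM.

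Of the 15 medians of gene sets, none with a size of at least 0.58 changed sign. Dividing by spike-in TPM moved 10 of them. From cluster 2 to cluster 3 it gave -0.080 for meiosis, 2.82 for oocyte genes, 1.07 for oxidative phosphorylation, 1.03 for cytoskeleton and 0.71 for apoptosis, and from cluster 1 to cluster 3 it gave -0.88, 5.25, 1.10, 1.10 and 1.05. Relative to the median of all genes under the same scaling, the 5 values from cluster 2 to cluster 3 were -0.65, 2.25, 0.50, 0.46 and 0.15, against -0.76, 2.19, 0.38, 0.39 and 0.12 without it. The oocyte median also moved to 0.54 (mean of log2 values) and 2.74 (pseudocount of 0.1) from cluster 1 to cluster 2, to 1.36 from cluster 2 to cluster 3 with clusters from variable genes, and from cluster 1 to cluster 3 to 3.11 with those clusters, 5.65 with the pseudocount of 0.1 and 3.18 without the filter on low genes. Among medians under 0.58, that of cytoskeleton from cluster 2 to cluster 3 and that of apoptosis from cluster 1 to cluster 3 changed sign with clusters from variable genes, and that of apoptosis from cluster 2 to cluster 3 with Ward clusters, in CPM, as a mean of log2 values and per spike-in, and the last of these medians was 0 without the filter on low genes.

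Depth limits genes of low level. Bmpr1b, with a mean under 1 TPM in clusters 1 and 2, has no stable direction between them. Cluster 1 rests on 20 cells, and a single cell changed many of its means by over 1.5-fold.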

Differences from the paper's values

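No test in this part was chosen after its result was seen. The paper gives an average depth of 25 M reads per cell, the paper's value, and the estimated reads assigned to genes had a mean of 9.67 M. The scales differ, since the paper's value counts reads sequenced and the estimates count those assigned to transcripts, where a pair of reads counts once. No alternative was set for this value.

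The paper states that Bhlhe41 is high in follicle oocytes (state 3). In the rebuilt clusters its mean was highest in cluster 2, at 86.04 TPM against 61.5 in cluster 3, a log2 ratio of -0.48 that is below 1.5-fold. Divided by spike-in TPM (0.29) and with clusters from the 2000 most variable genes (0.19), both set before the data were examined, cluster 3 was higher. The clusters were rebuilt, and the difference may come from that.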

Other observations

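The tests of the order against variable genes and against depth, and that of Y-linked genes against their X-linked copies, were chosen only after the results were seen, and the test of the order after thinning was added later still but before its value was computed. The values of X-linked genes without 1 library and under other clusters were also computed after the first X-linked value was seen, and the controls on autosomes and on genes with shared symbols were chosen after it but before their own values were computed.

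Cells of cluster 3 had more genes with a read than cells of cluster 2. More reads per cell were argued against as the cause, since after thinning to 500000 reads the median of cluster 3 remained 19.2% above that of cluster 2. More RNA per cell is a candidate explanation: within cluster 2, thinned genes per cell fell as the share of spike-in reads rose (Spearman rho -0.654), with rho values of -0.705 within cluster 1 and -0.464 within cluster 3. Differences in RNA capture between cells would give the same relation and were not separated from it.

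The order of the cells was tested against 2 technical explanations. That it reflects the 20 feature genes alone was argued against by the first component of variable genes without the named genes, which had an absolute rho of 0.67 with it. The order had a rho of 0.244 with the reads per cell. Depth was argued against as the whole cause, since the first component of the feature genes after thinning every cell to 500000 reads had an absolute rho of 0.994 with the order. The thinned order still had a rho of 0.258 with the reads per cell, and what relates them was not tested.

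X-linked genes, on which the paper does not report, were lower in cluster 3 than in cluster 1. The median log2 ratio of 451 X-linked genes was -0.66, at percentile 0 of matched random lists, whose median was -0.23, and 156 of the 451 genes increased. A tendency of the genes of any chromosome to move together beyond such lists was argued against, since 0 of 19 autosomes had a difference from its random lists as low as that of the X chromosome. The differences ranged from -0.10 to 0.18 for autosomes, against -0.43 for X, although 3 of 19 autosomes lay outside the central 95% of their random lists, so those limits are too narrow for chromosomes. Reads shared within X-linked families stay open as a cause. The 266 X-linked genes that share the letters of their symbol with no other X-linked gene had a median of -0.43. Their random lists had a median of -0.22, so the shift was smaller in these genes. It lay at percentile 1.23, but such limits are too narrow for chromosomes. The percentile therefore does not settle whether the remaining shift exceeds the spread between chromosomes. Without the library with little germ cell RNA the median of all 451 genes was -0.60, with Ward clusters -0.60 and with clusters from the 2000 most variable genes -0.55. A lower output of the X chromosome relative to autosomes in later cells is a hypothesis that may explain this. Loss of transcripts of X-linked germ cell genes with the end of the meiotic programme would give the same value, and was not tested apart from it.

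Y-linked genes were seen in cells of female pups. Ddx3y, Eif2s3y, Uty and Kdm5d summed to at least 1 TPM in 99 of 146 cells, mostly through Kdm5d (52 cells with at least 1 TPM) and Uty (48), while Ddx3y reached 1 TPM in 15 cells and Eif2s3y in 5, and 3 cells had at least 3 of the 4 genes. The highest values were 36.3 TPM for Uty, 28.6 for Kdm5d, 15.8 for Eif2s3y and 5.48 for Ddx3y. Reads shared with the X-linked copy stay open. The rho was -0.00341 for Kdm5d with Kdm5c and 0.0744 for Uty with Kdm6a, but both genes stayed under 1 TPM in most cells, where a flat rho excludes nothing, and Ddx3y and Eif2s3y were not tested. RNA from male tissue and reads from other libraries cannot be told apart from other sources of the signal, because no cell of known male origin is among the libraries to set its size against. No biological explanation was tested.

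Markers of somatic cells were low in most of the picked cells and high in a few. Of 15 pregranulosa markers, Gata4 had the highest single value after Kitl, at 59.1 TPM, and Wnt4 had a median of 0.0873 TPM. Of the 10 stroma markers, Nr2f2 reached 10 TPM in 28 cells and Sparc in 13, and the highest values in single cells were 494 TPM for Col3a1, 296 for Vim, 222 for Col1a2 and 216 for Col1a1. Among blood and endothelial markers outside the globins, Pecam1 reached 10 TPM in 38 cells and Alas2 in 13, while Tyrobp was listed at 0 in every cell. Pecam1 alone does not show endothelial RNA in those cells. Of the same list, Cdh5 had a highest value of 5.70 TPM, and Egfl7 reached 10 TPM in 2 cells. The mean of Pecam1 was 11.7 TPM in cluster 1, 10.5 in cluster 2 and 1.69 in cluster 3, and its source was not tested. Of the 8 germ cell markers, Dazl reached 10 TPM in all but 1 of the 146 cells and Ddx4 in all but 2.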
